# Melanopsin elevates locomotor activity during the wake state of the diurnal zebrafish

**DOI:** 10.15252/embr.202051528

**Published:** 2022-03-01

**Authors:** Marcus P S Dekens, Bruno M Fontinha, Miguel Gallach, Sandra Pflügler, Kristin Tessmar‐Raible

**Keywords:** behavioural genetics, melatonin, neurogenetics, photobiology, pineal, Neuroscience, Signal Transduction

## Abstract

Mammalian and fish pineals play a key role in adapting behaviour to the ambient light conditions through the release of melatonin. In mice, light inhibits nocturnal locomotor activity via the non‐visual photoreceptor Melanopsin. In contrast to the extensively studied function of Melanopsin in the indirect regulation of the rodent pineal, its role in the intrinsically photosensitive zebrafish pineal has not been elucidated. Therefore, it is not evident if the light signalling mechanism is conserved between distant vertebrates, and how Melanopsin could affect diurnal behaviour. A double knockout of *melanopsins* (*opn4.1*‐*opn4xb*) was generated in the diurnal zebrafish, which manifests attenuated locomotor activity during the wake state. Transcriptome sequencing gave insight into pathways downstream of Melanopsin, implying that sustained repression of the melatonin pathway is required to elevate locomotor activity during the diurnal wake state. Moreover, we show that light induces locomotor activity during the diurnal wake state in an intensity‐dependent manner. These observations suggest a common Melanopsin‐driven mechanism between zebrafish and mammals, while the diurnal and nocturnal chronotypes are inversely regulated downstream of melatonin.

## Introduction

To adapt to the ambient light conditions, activity is regulated directly by light and indirectly through the circadian clock (Dunlap *et al*, 2004), which anticipates daily recurring events. In nocturnal mice, the non‐visual photoreceptor Melanopsin (OPN4) functions in circadian clock entrainment (Panda *et al*, 2002; Ruby *et al*, 2002) and in the direct induction of sleep by light (Mrosovsky & Hattar, 2003; Lupi *et al*, 2008; Tsai *et al*, 2009). In contrast to nocturnal mice, where *Opn4* is solely expressed in the intrinsically photoreceptive retinal ganglion cells (ipRGCs) (Hatori & Panda, 2010), several diurnal species also express *Opn4* in the brain. *Opn4* is transcribed in many domains of the human brain (Hawrylycz *et al*, 2012; Nissilä *et al*, 2017), the zebrafish larval brain (Davies *et al*, 2011; Matos‐Cruz *et al*, 2011), the chicken pineal (Holthues *et al*, 2004; Bailey & Cassone, 2005; Chaurasia *et al*, 2005) and in the pineal of the Atlantic halibut (Eilertsen *et al*, 2014). In vertebrates, the pineal gland or epiphysis cerebri plays a key role in synchronising behaviour and physiology to the environmental light–dark (LD) cycles through the rhythmic production of the indolamine melatonin (Sapède & Cau, 2013). The melatonin level reaches its peak during the night in both diurnal and nocturnal animals (Challet, 2007), thus melatonin is a dark phase indicator. In mice, ipRGCs provide the central clock located in the suprachiasmatic nucleus (SCN) with photic information, which in succession regulates the pineal via the paraventricular nucleus (PVN) (Simonneaux & Ribelayga, 2003). In contrast to the mammalian pineal, which receives indirect photic input through sympathetic norepinephrine (NE) innervation (Simonneaux & Ribelayga, 2003), the pineals of many fish, amphibians, reptiles and birds display all characteristics of a photoreceptive organ (Korf *et al*, 1998; Ziv *et al*, 2007; Sapède & Cau, 2013; Ben‐Moshe Livne *et al*, 2016; Bertolesi & McFarlane, 2018) and generate endogenous endocrine rhythms, combining input and output functions in the photoreceptor cell (Falcon *et al*, 2007). Moreover, NE does not play a role in regulating melatonin synthesis in zebrafish (Cahill, 1997).

Melatonin is synthesised by four enzymes: Tryptophan hydroxylase (TPH) catalyses the oxidation of the amino acid tryptophan to 5‐hydroxy‐L‐tryptophan followed by the removal of a carboxyl group by Dopa decarboxylase (DDC) to produce serotonin. Arylalkylamine N‐acetyltransferase (AANAT) adds an acetyl group to produce N‐acetyl‐serotonin, which is then methylated by Acetyl‐serotonin O‐methyltransferase (ASMT) into melatonin. The nightly release of NE in the rodent pineal activates the cAMP pathway resulting in the phosphorylation of cAMP response element‐binding protein (CREB), which induces *Aanat* transcription (Rohde *et al*, 2014a). Homeodomain transcription factors control pinealocyte specific gene expression by binding to highly conserved pineal regulatory elements (PIRE) (Li *et al*, 1998), thereby permitting pCREB to regulate these genes through CRE elements. The transcription factor Cone‐rod homeodomain (CRX) induces *Aanat* (Li *et al*, 1998; Rohde *et al*, 2014b), *Tph1* and *Asmt* (Rohde *et al*, 2019) transcription in the mature rat pineal. Furthermore, Orthodenticle homeobox 2 (OTX2) transactivates *Crx* (Nishida *et al*, 2003; Rohde *et al*, 2019) and induces *Tph1*, *Aanat* and *Asmt* (Rohde *et al*, 2019), and LIM homeobox 4 (LHX4) induces *Aanat* (Hertz *et al*, 2020). In zebrafish, the homeodomain transcription factor Otx5 has been reported to regulate *aanat2* (Gamse *et al*, 2002). As the *aanat2* promoter contains CRE elements (Falcon *et al*, 2007), Creb could also play a role in regulating the zebrafish melatonin pathway. The rate of melatonin synthesis mainly depends on AANAT (Klein & Weller, 1970; Klein *et al*, 1997). However, the melatonin level is effectively raised by inducing multiple components of the melatonin pathway (Liu & Borjigin, 2005; Rohde *et al*, 2019).

Melatonin has been demonstrated to promote sleep in diurnal vertebrates ranging from zebrafish (Zhdanova *et al*, 2001) to humans (Dollins *et al*, 1994; Mintz *et al*, 1998; Zhdanova *et al*, 2002; Brzezinski *et al*, 2005; Lok *et al*, 2019), and a light pulse in the night suppresses melatonin production with the strongest effect at the wavelength where Opn4/OPN4 has its absorption optimum in both zebrafish (Ziv *et al*, 2007) and humans (Lewy *et al*, 1980; Czeisler *et al*, 1995; Cajochen *et al*, 2000; Lockley *et al*, 2003). The reduction in the melatonin level is proportional to the intensity of the light pulse (Max & Menaker, 1992; Zachmann *et al*, 1992b; Bolliet *et al*, 1995) implying regulation by a light intensity detector. Therefore, OPN4 is a primary candidate in this process (Wong *et al*, 2005; Mure *et al*, 2016). Several human studies have shown that bright light during daytime increases activity and vigilance (Cajochen *et al*, 2000; Phipps‐Nelson *et al*, 2003; Lockley *et al*, 2006; Smolders *et al*, 2012; Smolders & de Kort, 2014; Knaier *et al*, 2016). These data suggest that in diurnal vertebrates, suppression of melatonin production by light may also play a role in regulating activity levels during the wake state. To investigate how zebrafish adapt to ambient light conditions and the role of Opn4 in this process, a double knockout (dko) was generated of *opn4.1* and *opn4xb* which are coexpressed in the pineal. This study implies that locomotor activity during the wake state is regulated by an Melanopsin‐driven mechanism that is common between mammals and zebrafish despite the differences in light input and chronotypes. The Opn4‐dependent transcriptome also suggests that Opn4 influences the immune system and the cell cycle in addition to the control it exerts over genes that encode melatonin synthesis enzymes. These findings alter the perspective of a photoreceptor that has until now solely been associated with behaviour to one that adapts diverse functions to the environment.

## Results

### *opn4* expression in the brain and knockout strategy

The expression patterns of all five *opn4* homologs were characterised in the adult zebrafish brain by *in situ* hybridisation (*ish*). The *opn4* genes show broad expression in the adult brain (Fig EV1A–E, Table EV1), which we documented in accordance with the neuroanatomical terminology established by Wullimann (Wullimann *et al*, 1996; Baeuml *et al*, 2019). *opn4.1* and *opn4xb* stand out as the *opn4* genes that are strongly expressed in the pineal (Fig 1A and B). To knockout *opn4.1* and *opn4xb* the transcription activator‐like effector nuclease (TALEN) genome editing technique (Cermak *et al*, 2011; Bedell *et al*, 2012) was applied. A premature stop codon was introduced close to the start codon in each gene (Fig 1C and D, Table 1). Opn4 is a seven transmembrane G‐protein coupled receptor with a light absorbing moiety, the chromophore retinal, bound to helix seven (Fig 1E). The mutated Opn4.1 has lost all transmembrane helices, and only the first and second transmembrane helices remain in the mutated Opn4xb. Thus, from the structure–function relationship, it can be deduced that neither of the mutated *opn4* genes encodes a functional photoreceptor. A homozygous double knockout (dko) was generated, as both Melanopsins are likely to have redundant functions given their conspicuous coexpression.

**Figure EV1:**
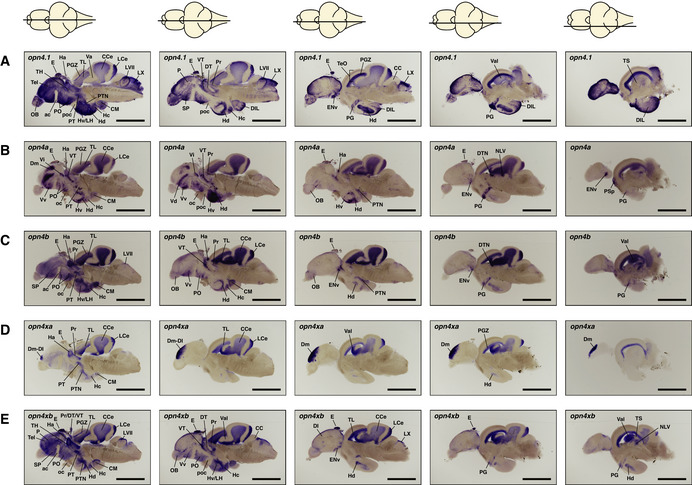
*ishs* on brain sections reveal broad expression of all five zebrafish *melanopsins* in the mature brain (A–E) *opn4.1* (A) *opn4a* (B) *opn4b* (C) *opn4xa* (D) and *opn4xb* (E). A horizontal line through a representation of the brain, above the section, indicates the location of the section within the brain. The names and abbreviations of all brain domains in which *opn4* is expressed are listed in Table EV1. Note that the duration of the colorimetric development of the *ishs* presented in this figure is not exactly the same. Scale bar: 1.0 mm.

**Figure 1:**
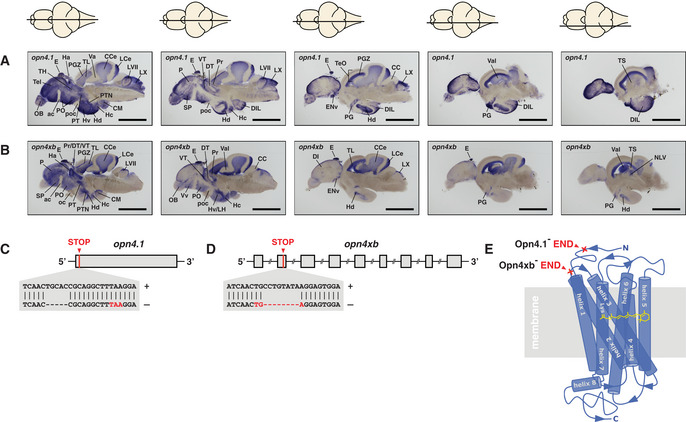
*melanopsin* expression in the brain and knockout strategy A, B
*In situs* on adult brain sections reveal that (A) *opn4.1* and (B) *opn4xb* are coexpressed in many brain domains including the epiphysis cerebri (indicated with E) or pineal. A horizontal line through a representation of the brain, above the section, indicates the location of the section within the brain. Scale bar: 1.0 mm. The brain domains in which the five *melanopsins* are expressed are presented in Fig EV1 and Table EV1.CThe TALEN genome‐editing technique was applied for site‐directed mutagenesis. A 5 bp deletion was introduced proximal to the start codon of *opn4.1*, resulting in a frame shift and stop codon. The grey box indicates the coding sequence, the red line indicates the location of the premature stop codon and the grey triangle dispays the wild‐type sequence aligned with the mutated sequence.DAn 8 bp deletion was introduced in the second exon (grey box) of the *opn4xb* gene resulting in a premature stop codon.EModel of the seven transmembrane G‐protein‐coupled photoreceptor shows the light absorbing molecule, the chromophore retinal (yellow), bound to helix 7 (blue). The red crosses indicate where the Melanopsins in the mutants are truncated: the mutated Opn4.1 has lost all transmembrane helices and the mutated Opn4xb ends after the second transmembrane helix. From the structure–function relationship of the photoreceptor, one can deduce that neither of the mutant Melanopsins is functional.

**Table 1:** Transcription activator‐like effector DNA‐binding domains.

Ensembl ID	Gene	Target Site	TAL1 DNA Binding Domain	TAL2 DNA Binding Domain
ENSDARG00000007553	*opn4.1*	proximal to START codon	tcactgtgcccctggagacat	ttcccaaagattccttaaag
ENSDARG00000103259	*opn4xb*	exon 2	tctccaatcttcttcatca	ttctccaaacatccact

### Expression profiling reveals pathways downstream of Opn4

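The libraries came from zebrafish of the Tübingen strain, about 1.5 years old, that carried frameshift deletions in both opn4.1 and opn4xb (opn4 dko) and from wild-type fish of the same strain and age. Eyes, anterior brains and posterior brains of each genotype gave 3 biological replicates, and each replicate was a pool of the same tissue part of 3 fish. After 14 days under blue light in a 12:12 h LD regime, the fish were sampled between ZT4 and ZT6. Polyadenylated RNA was sequenced as single reads of 100 bp. The deposited table gives the number of reads on each of 31624 Ensembl genes (zebrafish build GRCz10, release 86) in 18 libraries, without normalisation. The authors' deposited commands map the reads with HISAT and count whole gene bodies by strand with featureCounts, at a mapping quality of at least 20, whereas the paper's methods name NextGenMap as the mapper.

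The total count per library ranged from 2186877 to 6946549. In the anterior brain the total was 4266168 to 6451994 in wild-type (median 4421119) and 4342821 to 6946549 in opn4 dko (median 4360250). Posterior brain libraries held 3322484 to 5431546 counts in wild-type (median 3715336) and 3404500 to 5385421 in opn4 dko (median 4567254). Wild-type eyes were the least deeply sequenced, with 2186877 to 3286423 counts (median 3253902) against 3958571 to 5717878 in opn4 dko (median 4436400), and the number of genes with at least 1 count fell to 14577 in the third wild-type eye library.

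The 3 wild-type and 3 opn4 dko libraries of each tissue were compared in a fit of their own, with edgeR's TMM normalisation, the genes kept by its filterByExpr function and its quasi-likelihood F-test. P-values were adjusted by the Benjamini-Hochberg method, with an FDR of 0.05 as the cutoff, and positive log2 fold changes mean a higher level in opn4 dko. Whether the effect of the genotype differed between tissues was tested in a fit of all 18 libraries. Levels are given as CPM, computed by edgeR from the TMM-scaled library size. Where every library of a genotype had at most 3 counts of a gene, that genotype was set to 3 counts and the fold change is given as a lower bound. An exact permutation test of 3 replicates against 3 cannot give a p below 0.1. Gene symbols, which 82.7% of the identifiers have, were taken from the paper's Source Data and tables and, for the rest, from a table of Ensembl identifiers and symbols.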

Transcriptome sequencing was applied on cDNA from eyes and brain parts of wild‐type and *opn4* dko to reveal genes that act downstream of Opn4. For this purpose mature fish were used, as it is not possible to dissect larval brains due to their small size. The fish were entrained for 14 days to a 12:12 h LD regime, followed by dissection of the eyes and brains in the light phase at ZT4‐6 (Zeitgeber Time). The brains were separated in an anterior and posterior part (Fig 2A) to reduce complexity. The anterior brain consists of a part of the forebrain including the pineal. The posterior brain consists of the mid‐ and hindbrain and the remaining part of the forebrain, which comprises the whole hypothalamus and pretectum, and part of the epithalamus (i.e. habenula), thalamus and posterior tuberculum. The olfactory bulbs and pituitary were omitted. Following transcriptome sequencing the read counts were analysed with edgeR software in which the cutoff for differential expression was set at a significance level of α = 0.05 and the false discovery rate (FDR) was applied (Benjamini & Hochberg, 1995). Most differentially expressed genes are in the brain: 284 in the anterior brain, 139 in the posterior brain and 16 in the eye (Fig 2B, Appendix Fig S1A–C). 

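The knockout alleles are small deletions, so the melanopsin genes could still be counted. In the eye, opn4.1 (ENSDARG00000007553) had 415 ± 116 CPM in wild-type and 383 ± 82.1 in opn4 dko (SD, n = 3 pools each), a log2 fold change of -0.12 (standard error 0.23, FDR = 0.993, edgeR quasi-likelihood test). The sign of this change was reversed without wild-type replicate 2 or opn4 dko replicate 1. For opn4xb (ENSDARG00000103259) the eye values were 20.0 ± 6.37 and 8.18 ± 0.531 CPM, a log2 fold change of -1.28 (standard error 0.47, FDR = 0.993, same test), with every wild-type library above every opn4 dko library. Anterior brain counts of opn4.1 were 0, 31 and 7 in the wild-type libraries and 19, 16 and 19 in the opn4 dko libraries, and the opn4xb counts were 9, 0 and 6 against 15, 0 and 0. Posterior brain libraries held 5, 10 and 5 reads of opn4.1 in wild-type and 1, 0 and 0 in opn4 dko, and 0, 8 and 0 against 1, 0 and 0 reads of opn4xb. Neither gene had enough reads in the posterior brain to be tested, and no change in a targeted gene passed the cutoff. Of the other melanopsin genes, opn4xa was tested in the anterior brain (log2 fold change -0.74, FDR = 0.812, same test), and opn4a, opn4b and opn4xa in the eye, with log2 fold changes of -0.62, -0.11 and -0.68, none past the cutoff. Each of these 3 eye values changed sign when a library was left out.

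In the anterior brain, 161 of 15341 tested genes were differentially expressed, 94 higher and 67 lower in opn4 dko. In 159 of these genes the wild-type and opn4 dko libraries did not overlap, which held for 14.5% of all genes tested against 10% by chance. The posterior brain had 55 differentially expressed genes of 15417 tested, of which 27 were higher and 28 lower. In the eye 4 of 15773 genes passed the cutoff, with 1 higher and 3 lower. At an unadjusted p of 0.05 the numbers were 1386, 1502 and 675. Of the alternatives set before the data were examined, the test of every gene with at least 1 count moved the brain numbers most, to 355 and 226 genes, and the fit of all 18 libraries moved the eye most, to 34. A fit that left out a single library called between 85 (without opn4 dko replicate 1) and 186 genes (without wild-type replicate 1) in the anterior brain, between 17 (without wild-type replicate 2) and 50 (without opn4 dko replicate 2) in the posterior brain, and between 2 (without wild-type replicate 2 or opn4 dko replicate 2) and 8 (without wild-type replicate 3) in the eye. The bar plot of differentially expressed genes gives the number under each setting.

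**Figure D1:**
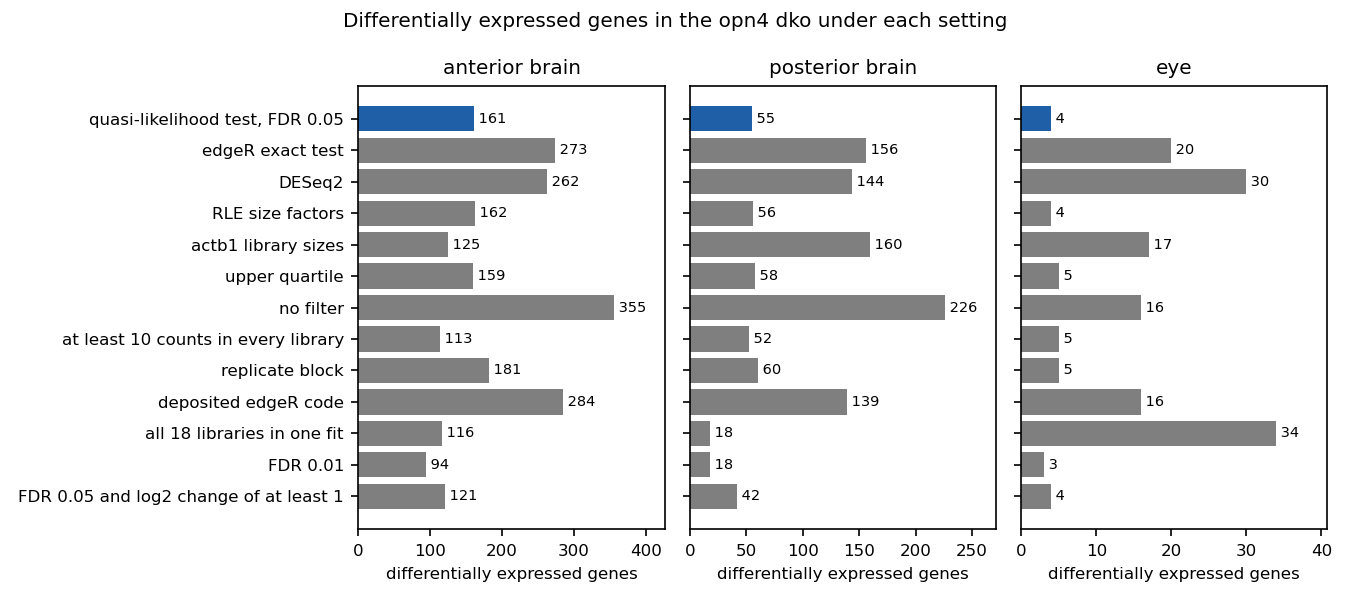
Number of differentially expressed genes (horizontal axis) in the anterior brain, posterior brain and eye of the opn4 dko under each setting that used all 6 libraries of a tissue. The blue bars, with 161, 55 and 4 genes, are the quasi-likelihood test with TMM and an FDR of 0.05, and the grey bars each change a choice. The setting named after the deposited edgeR code was added after the data were seen.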

Next, the differentially expressed genes were analysed with KEGG software to identify clusters of gene products that act in the same pathway. This associated the differentially expressed genes from the *opn4* dko anterior brain with several pathways (Source Data). The largest clusters of genes were assigned to phototransduction (dre04744: 14 genes) and metabolic (dre01100: 15 genes) pathways (Fig 2D, Appendix Fig S1A). 

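Of the 14 phototransduction genes, 13 had enough counts in the anterior brain to be tested. All 13 were higher in opn4 dko and 12 passed the cutoff when p-values were adjusted over all genes tested. All 13 passed when adjusted over the list alone, which is not independent evidence because the list was drawn from these libraries. The median log2 fold change was 6.75, or 4.12 with the 6 genes whose wild-type libraries had at most 3 counts each set to their lower bound. Among the members of the list, pde6a (ENSDARG00000000380) rose from 1.65 ± 0.436 to 30.5 ± 9.65 CPM (SD, n = 3), a log2 fold change of 4.18 (standard error 0.40, FDR = 3.34e-06, edgeR quasi-likelihood test). The smallest change was that of gucy2d (ENSDARG00000026820), at 3.12 ± 2.68 and 16.1 ± 3.14 CPM. Its log2 fold change of 2.41 (standard error 0.53, FDR = 0.0250, same test) was past the cutoff, a call kept, of the 6 fits that each left out a library, only without wild-type replicate 1 or opn4 dko replicate 3. For slc24a1 (ENSDARG00000041431) the log2 fold change was 3.20 (standard error 0.46, FDR = 4.17e-04, same test). Wild-type counts of guca1a, pde6b and gucy2f did not exceed 3 in any library, so these genes were at least 19.9-fold, 13.6-fold and 17.4-fold higher in opn4 dko.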

Of the latter, 5 genes were assigned to the subcategory tryptophan metabolism (dre00380): *tph1a* (*P* = 7.89 × 10^−7^), *tph2* (*P* = 1.89 × 10^−13^), *ddc* (*P* = 4.05 × 10^−11^), *aanat2* (*P* = 0.04) and *asmt* (*P* = 4.74 × 10^−38^). These encode all the enzymes required for melatonin synthesis (Fig 3A and C, Appendix Fig S1D–F). 

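All 5 genes of melatonin synthesis were higher in each opn4 dko anterior brain library than in each wild-type library. Over all genes tested 4 passed the cutoff, and 5 did when adjusted over the list alone, a list that was drawn from these libraries. The gene tph1a (ENSDARG00000029432) had 0.610 ± 0.861 CPM in wild-type and 13.3 ± 4.27 in opn4 dko (SD, n = 3), a log2 fold change of 4.23 (standard error 0.73, FDR = 0.00320, edgeR quasi-likelihood test), a call lost without opn4 dko replicate 1. Wild-type libraries held 1, 0 and 0 reads of tph2 (ENSDARG00000057239) and opn4 dko libraries 129, 81 and 33, a difference of at least 24.3-fold (FDR = 4.20e-05, same test). The level of ddc (ENSDARG00000016494) rose from 4.66 ± 1.49 to 31.6 ± 8.19 CPM, a log2 fold change of 2.78 (standard error 0.34, FDR = 7.61e-05, same test). For aanat2 (ENSDARG00000079802) the values were 3.90 ± 1.17 and 14.0 ± 9.44, and its log2 fold change of 1.86 (standard error 0.50) had an FDR of 0.0990 in the same test. The adjusted p of aanat2 ranged from 0.0107 to 0.732 over its 17 alternatives, and the opn4 dko libraries held 172, 42 and 33 reads of it. Of the genes in this list with wild-type counts above 3, asmt (ENSDARG00000098249) changed most, from 1.06 ± 0.336 to 59.1 ± 21.0 CPM, a log2 fold change of 5.76 (standard error 0.39, FDR = 1.64e-08, same test). With each library left out in turn the log2 fold change of asmt stayed between 5.51 and 6.02.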

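In the anterior brain, wild-type libraries held 1, 5 and 1 reads of saga (ENSDARG00000012610) and opn4 dko libraries 771, 439 and 384. The log2 fold change of saga was 7.67 (standard error 0.34, FDR = 2.78e-11, edgeR quasi-likelihood test), and it stayed between 7.40 and 8.60 with each library left out in turn. The gene gnat1 (ENSDARG00000044199) had 0.466 ± 0.470 CPM in wild-type and 46.3 ± 27.7 in opn4 dko (SD, n = 3), a log2 fold change of 6.75 (standard error 0.63, FDR = 2.61e-06, same test). For pde6gb (ENSDARG00000101984) the levels were 2.43 ± 0.413 and 26.7 ± 11.4 CPM, a log2 fold change of 3.44 (standard error 0.41, FDR = 5.89e-05, same test). Wild-type libraries had at most 3 counts each of gngt1 (ENSDARG00000035798), grk7a (ENSDARG00000020602) and rcvrna (ENSDARG00000052223), which were at least 87.0-fold, 21.6-fold and 16.4-fold higher in opn4 dko. The gene grk7b (ENSDARG00000055534) had 6, 0 and 1 reads in wild-type and 41, 27 and 18 in opn4 dko. Its log2 fold change of 3.36 (standard error 0.99) had an FDR of 0.150 in the same test and passed the cutoff without wild-type replicate 1, whose 6 reads set most of the wild-type level. Too few reads fell on rcvrn2 (ENSDARG00000019902) for the filter: 0, 0 and 0 in wild-type and 97, 32 and 7 in opn4 dko, at least 12.4-fold higher.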

Many of the differentially expressed genes that were assigned to the phototransduction pathway have been reported to be expressed in the zebrafish pineal: *saga* (*P* = 2.46 × 10^−97^), *gngt1* (*P* = 1.56 × 10^−32^), *pde6gb* (*P* = 3.71 × 10^−11^) [Thisse *et al*, ZFIN direct data submission], *grk7a* (*P* = 6.32 × 10^−11^) (Rinner *et al*, 2005), *grk7b* (*P* = 0.047) (Rinner *et al*, 2005), *rcvrna* (*P* = 2.32 × 10^−11^) (Zang *et al*, 2015), *rcvrn2* (*P* = 1.21 × 10^−5^) (Zang *et al*, 2015) and *gnat1* (*P* = 8.52 × 10^−22^) (Lagman *et al*, 2015). In the posterior brain, two differentially expressed genes are linked to phototransduction: *gnat1* (*P* = 0.005) and *saga* (*P* = 0.004), and one to tryptophan metabolism: *asmt* (*P* = 0.001) (Appendix Fig S1B), which are also overexpressed in the anterior brain. 

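Opn4 dko posterior brain libraries held 0, 110 and 22 reads of gnat1 and wild-type libraries 0, 0 and 0, so that opn4 dko replicate 1 had no more than wild-type. For asmt the counts were 7, 135 and 42 in opn4 dko and 2, 1 and 0 in wild-type, a difference of at least 22.2-fold between the means. Neither gene was kept by the filter, which needs enough reads in 3 libraries, because opn4 dko replicate 1 had too few. The gene saga passed the cutoff, with 1.08 ± 1.21 CPM in wild-type and 16.4 ± 13.6 in opn4 dko (SD, n = 3), a log2 fold change of 3.95 (standard error 0.81, FDR = 0.0370, edgeR quasi-likelihood test). The call was kept, of the 6 fits that each left out a library, only without wild-type replicate 1 or opn4 dko replicate 1, and the log2 fold change stayed between 3.11 and 5.42 with each library left out in turn. The genotype effect on saga did not differ detectably between the brain parts (log2 difference 3.70, FDR = 1, quasi-likelihood test of the interaction).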

Because the stalk of the pineal extends into the posterior brain, a small part of its specific transcriptome could be included in this data set. 

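Among the 14481 genes tested in both brain parts, 126 were differentially expressed in the anterior brain and 53 in the posterior brain. Both calls held for 32 genes, against 0.461 expected by coincidence (one-sided Fisher's exact test, p = 4.50e-54), and all 32 changed in the same direction. They included saga, mhc1uba, caspb, mcm7, cdk9, jak2a and ptk2ba. The anterior brain and the eye shared 3 genes (Fisher's exact test, p = 1.13e-06), namely mhc1uba, si:ch211-63p21.1 and pde6gb, of which pde6gb was higher in the opn4 dko anterior brain and lower in the opn4 dko eye. The posterior brain and the eye shared 2 genes, mhc1uba and si:ch211-63p21.1 (Fisher's exact test, p = 3.86e-05), which were the 2 genes called in all 3 tissues. With every gene that had a count in place of the filter, 94 genes were shared by the brain parts, and with wild-type replicate 2 left out 9 were. Genes are not independent of each other, which Fisher's test assumes. The paper cut each brain into both parts, so their pools may hold the same fish. A difference between the fish of the genotypes could then recur in both parts.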

Fisher's exact test (Fisher, 1922) indicates that differential expression of the same genes in the anterior and posterior brain is unlikely due to coincidence (Fig 2C). The large number of common differentially expressed genes may well be the result of shared forebrain regions between these data sets. All data sets were also analysed for functional association with FuncAssociate software, applying a cutoff at the significance level α = 0.05. This revealed gene ontology (GO) attributes for differentially expressed genes of the eye and anterior brain (Source Data). The GO attributes of the latter are all related to the effect of light on biological processes (Fig 2E). Most of the genes that were associated with light‐dependent processes are expressed in the zebrafish pineal. These are *rbp4l* (*P* = 3.85 × 10^−60^), *arr3a* (*P* = 1.02 × 10^−26^), *rpe65a* (*P* = 9.44 × 10^−15^), *crx* (*P* = 2.69 × 10^−13^) (Gamse *et al*, 2002), *stra6* (*P* = 1.14 × 10^−5^), *rlbp1a* (*P* = 0.001), *aanat2*, *pde6gb* [Thisse *et al*, ZFIN direct data submission], *grk7a* (Rinner *et al*, 2005), *grk7b* (Rinner *et al*, 2005), *rcvrna* (Zang *et al*, 2015), *rcvrn2* (Zang *et al*, 2015), *rcvrn3* (*P* = 1.28 × 10^−45^) (Zang *et al*, 2015), *gnat1* (Lagman *et al*, 2015), *rbp3* (*P* = 6.87 × 10^−15^) (Nickerson *et al*, 2006), *irbpl* (*P* = 0.012) (Nickerson *et al*, 2006), *unc119.2* (*P* = 0.0003) (Toyama *et al*, 2009) and *pp2* (*P* = 1.23 × 10^−6^) (Koyanagi *et al*, 2015). Also *otx5* (*P* = 0.001) and *lhx4* (*P* = 0.003) (Appendix Fig S1A,G,I) have been demonstrated to be expressed in the pineal (Gamse *et al*, 2002; Weger *et al*, 2016). 

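Of the 18 genes associated with light, 17 could be tested in the anterior brain, and all 17 were higher in opn4 dko. Over all genes tested 14 passed the cutoff, and 17 did when adjusted over the list alone. The list was drawn from these libraries, so the latter is not independent evidence. The median log2 fold change of the list was 3.98, also with the 7 genes whose wild-type libraries had at most 3 counts each set to their lower bound. The wild-type libraries had at most 3 counts each of rbp4l (ENSDARG00000044684) and rcvrn3 (ENSDARG00000009637), which were at least 179.8-fold and 118.99-fold higher in opn4 dko. Of arr3a (ENSDARG00000056511), 0.588 ± 0.678 CPM were measured in wild-type and 33.4 ± 8.57 in opn4 dko (SD, n = 3), a log2 fold change of 5.88 (standard error 0.51, FDR = 9.30e-07, edgeR quasi-likelihood test). Of the genes with more reads in the wild-type, rpe65a (ENSDARG00000007480) rose from 13.5 ± 5.48 to 91.7 ± 33.9 CPM and stra6 (ENSDARG00000051874) from 13.5 ± 8.23 to 72.2 ± 38.4, log2 fold changes of 2.79 and 2.39 (standard errors 0.29 and 0.39). The log2 fold change of rbp3 (ENSDARG00000059163) was 3.98 (standard error 0.42, FDR = 9.62e-06, same test). Some calls rested on single libraries. The gene unc119.2 (ENSDARG00000004459) had 14, 2 and 0 reads in wild-type and 127, 59 and 57 in opn4 dko and passed the cutoff (FDR = 0.0115, same test), a call lost without wild-type replicate 2 or opn4 dko replicate 1 and not made by DESeq2 (adjusted p = 0.191). For rlbp1a (ENSDARG00000012504), with at most 3 reads in each wild-type library and an increase of at least 11.4-fold (FDR = 0.0231, same test), the call was kept, of the 6 fits that each left out a library, only without wild-type replicate 1 or opn4 dko replicate 3. The gene irbpl (ENSDARG00000096519) was at least 7.89-fold higher and did not pass the cutoff (FDR = 0.0841, same test), with an adjusted p that ranged from 0.00201 to 0.308 over its 16 alternatives.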

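The gene otx5 (ENSDARG00000043483) had 11, 0 and 1 reads in the wild-type anterior brain libraries and 105, 46 and 40 in the opn4 dko libraries, a log2 fold change of 3.71 (standard error 0.82, FDR = 0.0264, edgeR quasi-likelihood test). Most of the wild-type reads came from replicate 1, and the call was kept, of the 6 fits that each left out a library, only without wild-type replicate 1 or opn4 dko replicate 3. With DESeq2 otx5 did not pass the cutoff, and its adjusted p ranged from 6.80e-06 to 0.234 over its 16 alternatives. Of lhx4 (ENSDARG00000039458), 0, 0 and 1 reads were counted in wild-type and 64, 28 and 3 in opn4 dko, a difference of at least 8.85-fold. The filter did not keep lhx4, because opn4 dko replicate 3 had too few reads.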

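The genes of melatonin synthesis, phototransduction, light-dependent processes and homeodomain transcription factors make up 33 genes, of which 31 could be tested in the anterior brain. All 31 were higher in opn4 dko, and 28 passed the cutoff over all genes tested. The 2 genes left out by the filter, rcvrn2 and lhx4, also had more reads in each opn4 dko library than in each wild-type library. The median log2 fold change of the 31 genes was 4.18, or 4.04 with the 12 genes at the level of 3 counts or fewer in wild-type set to their lower bound. Under RLE size factors, actb1 library sizes and upper quartile normalisation the median was 4.18, 4.15 and 4.20. In the posterior brain 16 genes of the list could be tested, of which 12 were higher in opn4 dko and 1 passed the cutoff, with a median log2 fold change of 0.97. In the eye 1 gene passed the cutoff among 31 tested, 8 were higher, and the median log2 fold change was -0.20. The plot of reads per gene shows the counts of each library.

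**Figure D2:**
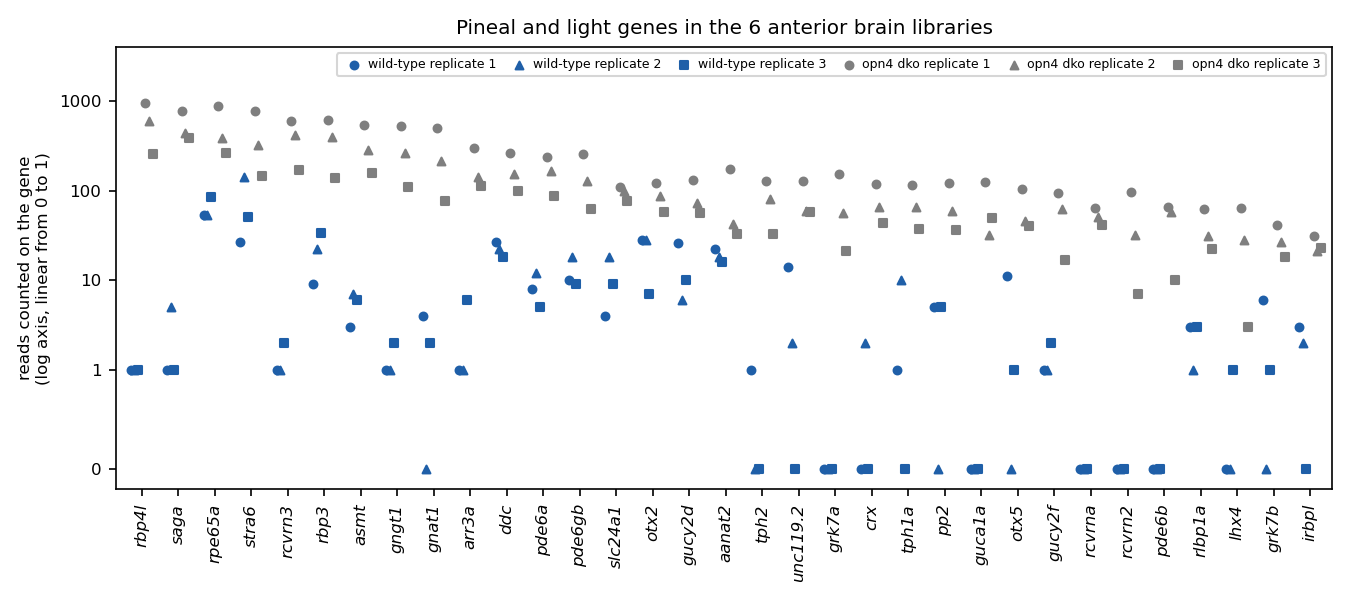
Reads counted on each of the 33 genes (horizontal axis, ordered by the mean of the opn4 dko libraries) in the 6 anterior brain libraries, on a log axis that is linear from 0 to 1 (vertical axis). Blue markers are wild-type and grey markers opn4 dko, with a round, triangular or square marker for replicate 1, 2 or 3. In guca1a, for example, the wild-type libraries have 0, 0 and 0 reads and the opn4 dko libraries 125, 32 and 50.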

Note that all the genes that are associated with the pineal are overexpressed in the *opn4* dko anterior brain (Appendix Fig S1A). As the pineal produces melatonin and detects light (Klein, 2004; Sapède & Cau, 2013), the differentially expressed genes assigned to the melatonin and phototransduction pathways in the *opn4* dko anterior brain (Fig 2D and E, Appendix Fig S1A) point to a defect in this gland. In addition to these pathways, five differentially expressed genes in the *opn4* dko anterior brain were assigned to the mitogen‐activated protein kinase (MAPK) pathway: *ngfra* (*P* = 0.042), *dusp7* (*P* = 0.002), *ppm1na* (*P* = 1.92 × 10^−6^), *daxx* (*P* = 0.006), *jund* (*P* = 0.048) and several genes were assigned to a range of pathways with diverse biological functions (Source Data). 

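How the effect of the genotype on the 33 pineal and light genes differed between tissues was tested for each gene as an interaction in the fit of all 18 libraries (edgeR quasi-likelihood test, Benjamini-Hochberg FDR of 0.05). Against the eye, 25 of the 33 genes passed the cutoff, all with the larger effect in the anterior brain, and the median difference was 5.26 on the log2 scale. The paper picked these genes for their change in the same anterior brain libraries, which favours a larger effect there. In simulated data 20.2% of the calls of this contrast were false. Against the posterior brain 0 of the 33 genes passed, and 14 did at an unadjusted p of 0.05, with a median difference of 2.77 on the log2 scale. Over all 18630 genes in the fit, 64 passed against the eye and 1 against the posterior brain. Reads of 6 of these genes (asmt, saga, gnat1, crx, otx5 and gngt1, chosen after their values were seen) summed to 4.69, 2.32 and 2.71 CPM in the 3 wild-type anterior brain libraries and to 367.8, 301.2 and 186.2 in opn4 dko replicates 1, 2 and 3. Posterior brain sums were 3.23, 0.921 and 1.50 in wild-type and 5.20, 136.0 and 35.9 in opn4 dko. For this sum the wild-type anterior brain mean was 1.14% of the opn4 dko mean, a share that does not hold for the list: its 31 genes tested there had a median log2 fold change of 4.18, and that of aanat2 was the smallest, at 1.86. Each pool held the tissue of 3 fish, and the amount of pineal tissue in a pool was not measured. From the overexpression of genes of the melatonin and phototransduction pathways in the opn4 dko anterior brain, and because the pineal produces melatonin and detects light, the paper reasons that this gland is affected in the opn4 dko. The paper has further evidence, not analysed here, from qPCR of ddc and asmt in a repeated dissection and from in situ hybridisation. In larvae it used qPCR after removal of the eyes and the ddc signal of single pineals.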

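All 5 MAPK genes were tested in the anterior brain, where 3 passed the cutoff over all genes tested and 5 when adjusted over the list alone, a list that was drawn from these libraries. The gene ppm1na (ENSDARG00000010231) had 1, 0 and 0 reads in wild-type and 46, 36 and 25 in opn4 dko and was at least 11.2-fold higher (FDR = 0.00356, edgeR quasi-likelihood test). The level of daxx (ENSDARG00000000729) rose from 9.43 ± 3.31 to 25.2 ± 5.19 CPM (SD, n = 3), a log2 fold change of 1.40 (standard error 0.32, FDR = 0.0356, same test). By contrast, dusp7 (ENSDARG00000101413) was lower in opn4 dko, at 111 ± 7.15 and 67.8 ± 6.20 CPM, a log2 fold change of -0.71 (standard error 0.15, FDR = 0.0205, same test). The call of daxx was kept, of the 6 fits that each left out a library, only without wild-type replicate 2 or opn4 dko replicate 2 and that of dusp7 only without wild-type replicate 2 or opn4 dko replicate 3, and neither gene passed with library sizes set by actb1. Also lower were ngfra (ENSDARG00000088708), with a log2 fold change of -0.61 (standard error 0.16, FDR = 0.0949, same test), and jund (ENSDARG00000067850), with -0.80 (standard error 0.22, FDR = 0.111, same test). Over 17 alternatives each, adjusted p-values ranged from 0.0300 to 0.974 for ngfra and from 0.0232 to 0.556 for jund.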

Two differentially expressed genes in the eye: *mhc1uba* (*P* = 7.06 × 10^−96^) and *mhc1uka* (*P* = 3.05 × 10^−7^) (Appendix Fig S1C,P and Q) were both associated with the GO attributes of antigen processing and presentation of peptide antigen (GO:0048002) and antigen binding (GO:0003823). 

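In the eye, mhc1uba (ENSDARG00000075963) had 8.64 ± 1.64 CPM in wild-type and 1076 ± 171 in opn4 dko (SD, n = 3), a log2 fold change of 6.97 (standard error 0.25, FDR = 3.19e-07, edgeR quasi-likelihood test). With each library left out in turn it stayed between 6.82 and 7.06. Of mhc1uba and mhc1uka, the immune genes named for the eye, 1 passed over all genes tested and both when adjusted over the list alone. The counts of mhc1uka (ENSDARG00000092731) were 2, 10 and 2 in wild-type and 229, 107 and 141 in opn4 dko. Its log2 fold change of 4.39 (standard error 0.62) had an FDR of 0.0600 in the same test and passed the cutoff without wild-type replicate 3. The adjusted p of mhc1uka ranged from 3.23e-08 to 0.697 over its 16 alternatives. MHC class I genes are similar in sequence, so reads could have been counted on another copy or lost at the mapping quality limit. Summed over the 20 MHC class I genes in the table, the eye level was 136.9 ± 21.9 CPM in wild-type and 1239 ± 158 in opn4 dko (SD, n = 3). Without mhc1uba the sums were 128.3 and 163.1.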

Importantly, a substantial number of differentially expressed genes in the *opn4* dko function in the immune response: *mhc1uba* (*P*_a_ = 3.46 × 10^−185^, *P*_p_ = 7.89 × 10^−210^), *mhc1uka* (*P*_a_ = 0.04), *caspb* (*P*_a_ = 0.0005, *P*_p_ = 4.89 × 10^−9^), *caspbl* (*P*_a_ = 0.046), *ly6pge* (*P*_a_ = 3.10 × 10^−9^), *nrp1b* (*P*_a_ = 0.027), *mpeg1.1* (*P*_a_ = 0.049), *mrc1* (*P*_a_ = 0.012), *pigrl3.5* (*P*_a_ = 0.042), *dicp3.3* (*P*_p_ = 0.0008), *tap2a* (*P*_p_ = 0.037), *timd4* (*P*_p_ = 0.002), *cd74b* (*P*_p_ = 0.015), *b2m* (*P*_p_ = 0.047) and cell division: *mcm7* (*P*_a_ = 2.15 × 10^−13^, *P*_p_ = 2.30 × 10^−31^) *cdk9* (*P*_a_ = 3.45 × 10^−11^, *P*_p_ = 2.47 × 10^−5^), *ccna2* (*P*_p_ = 0.040), *cdk20* (*P*_p_ = 0.038) (Appendix Fig S1A–C, K–Q), implying that Opn4 controls diverse processes and confirming previous reports of cell cycle regulation by light (Dekens *et al*, 2003; Kowalska *et al*, 2013), regulation of the immune/inflammation response by the rat pineal (Bailey *et al*, 2009) and the role of melatonin in buffering the immune system (Carrillo‐Vico *et al*, 2013).

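Of the genes with a function in the immune response, 7 of 9 were tested in the anterior brain, where 3 passed the cutoff over all genes tested and 6 when adjusted over the list alone. All 7 listed genes were tested in the posterior brain, where 5 and 7 passed. These lists were drawn from the same libraries. The level of mhc1uba rose from 1.81 ± 0.629 to 432 ± 78.5 CPM in the anterior brain (SD, n = 3; log2 fold change 7.83, standard error 0.23, FDR = 2.26e-14, edgeR quasi-likelihood test) and from 2.85 ± 0.714 to 569.6 ± 53.1 in the posterior brain (log2 fold change 7.64, standard error 0.21, FDR = 1.89e-15, same test). Wild-type libraries of the posterior brain had no reads of caspb (ENSDARG00000052039), which was at least 15.1-fold higher in opn4 dko, and at least 8.55-fold higher in the anterior brain. The gene ly6pge (ENSDARG00000098392) was at least 20.0-fold higher in the anterior brain (FDR = 3.70e-04, same test). Of the posterior brain genes, dicp3.3 (ENSDARG00000087706) was at least 8.86-fold higher (FDR = 0.0370, same test), timd4 (ENSDARG00000077257) had a log2 fold change of 0.84 and cd74b (ENSDARG00000036628) of 0.83 (standard errors 0.18 and 0.17). The call of timd4 was lost whichever library was left out, and that of cd74b was kept, of the 6 fits that each left out a library, only without wild-type replicate 1 or opn4 dko replicate 2. Without opn4 dko replicate 3, dicp3.3 had too few reads to be tested, and of the 5 other such fits its call was kept only without opn4 dko replicate 1. The anterior brain call of caspb was kept only in such fits without wild-type replicate 1 or opn4 dko replicate 3. Past an unadjusted but not an adjusted cutoff were caspbl, nrp1b and mpeg1.1 in the anterior brain and tap2a and b2m in the posterior brain, with an FDR of 0.124, 0.0862, 0.121, 0.0994 and 0.0672 in the same test. A gene listed as MRC1 (ENSDARG00000102100), whose pairing with mrc1 rests on its symbol alone, had a log2 fold change of -0.28 (standard error 0.55, FDR = 0.946, same test), with its sign reversed without wild-type replicate 3. The Source Data does not list this identifier as significant in the anterior brain, so MRC1 is probably not the paper's mrc1. It is counted among the 7 tested genes. Too few reads fell on mhc1uka (0, 0 and 0 in wild-type and 16, 9 and 7 in opn4 dko) and pigrl3.5 (2, 21 and 15 in wild-type and 0, 0 and 0 in opn4 dko) for the filter in the anterior brain.

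Both genes of cell division listed for the anterior brain were lower in opn4 dko. There mcm7 (ENSDARG00000101180) fell from 66.2 ± 15.3 to 14.9 ± 3.26 CPM (log2 fold change -2.15, standard error 0.24, FDR = 3.28e-05, edgeR quasi-likelihood test) and cdk9 (ENSDARG00000044811) from 69.4 ± 8.01 to 21.4 ± 4.14 (log2 fold change -1.69, standard error 0.21, FDR = 1.08e-04, same test). Posterior brain log2 fold changes were -2.58 for mcm7 (standard error 0.20) and -1.22 for cdk9 (standard error 0.21, a call lost without wild-type replicate 2 or 3 or opn4 dko replicate 3). Of the 4 genes listed there 2 passed the cutoff over all genes tested and 4 when adjusted over the list alone. The others, ccna2 (ENSDARG00000011094) and cdk20 (ENSDARG00000003867), were higher in opn4 dko, with log2 fold changes of 1.45 and 1.15 and an FDR of 0.113 and 0.126 in the same test.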

**Figure 2:**
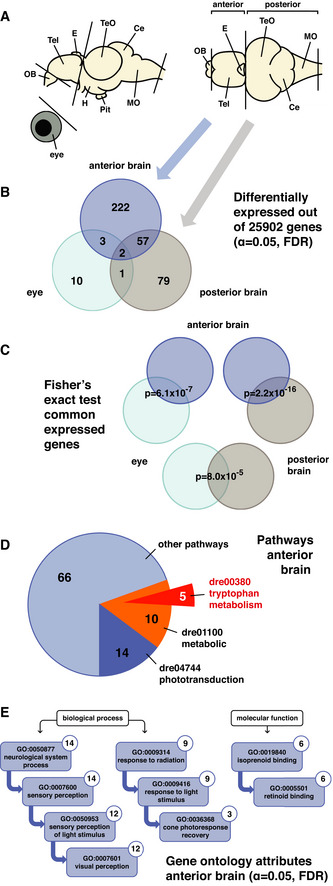
Expression profiling reveals pathways downstream of Opn4 Representation of the zebrafish adult brain shows the lateral and dorsal view with abbreviations for the following domains: olfactory bulb [OB], telencephalon [Tel], epiphysis cerebri or pineal [E], optic tectum [TeO], cerebellum [Ce], medulla oblongata [MO], hypothalamus [H] and hypophysis or pituitary [Pit]. Transcriptome sequencing was performed on cDNA from wild‐type and *opn4* dko eyes and brains, sampled in the light phase (ZT4‐6). The brains were separated in an anterior part, which includes part of the forebrain and the pineal, and a posterior part, which includes part of the forebrain and the whole mid‐ and hindbrain. The cut lines through the depicted brain indicate where the brain was partitioned and which parts were subjected to transcriptome sequencing. The blue (anterior brain) and grey (posterior brain) arrows connect the brain parts in (A) with the differentially expressed genes in (B).Venn diagram shows the number of differentially expressed genes in the *opn4* dko anterior brain (dark blue circle), posterior brain (grey circle) and eye (light blue circle). The cutoff for differential expression was set at the significance level of α = 0.05. Heat maps of all the differentially expressed genes are presented in Appendix Fig S1A–C. The number of differentially expressed genes that are shared between the data sets is indicated where the datasets overlap.Fisher's exact test shows that the shared differentially expressed genes between data sets are unlikely to be the result of coincidence. *P*‐values for the common differentially expressed genes are indicated where the datasets overlap. The large number of common differentially expressed genes between the data sets derived from the anterior and posterior brain parts is likely due to forebrain regions that are shared between these parts.Pie chart shows the number of differentially expressed genes in the *opn4* dko anterior brain that were assigned with KEGG software to phototransduction (dark blue), metabolic (orange) and other pathways. Of the metabolic pathway, 5 genes were assigned to the subcategory tryptophan metabolism (red), which encode all the enzymes that convert tryptophan into melatonin. Note that 189 genes were not assigned to a pathway.Ancestor charts show the gene ontology attributes to which the differentially expressed genes in the *opn4* dko anterior brain were assigned with FuncAssociate software (cutoff: α = 0.05). The number of genes assigned to an attribute is indicated in the upper right corner. All retrieved biological processes and molecular functions are associated with light, consistent with knockout of a photoreceptor. Source data are available online for this figure.

**Figure 3:**
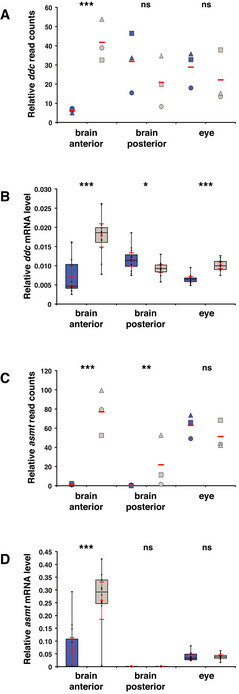
Melatonin pathway genes are overexpressed in the *opn4* dko anterior brain Transcriptome sequencing reveals a significant higher number of *ddc* reads in the *opn4* dko than in the wild‐type anterior brain, and no difference in the posterior brain and eyes. *ddc* reads were normalised to 1,000 *actb1* reads.qPCR confirms a significant higher *ddc* transcript level in the *opn4* dko (grey box) than in the wild‐type (blue box) anterior brain. In contrast to the transcriptome data, a significant higher level of *ddc* was detected by qPCR in the *opn4* dko eyes. Quantification of the *ddc* mRNA level is relative to the *actb1* mRNA measured in the sample.Chart shows normalised read counts for *asmt*. A significant higher number of *asmt* reads is detected in the *opn4* dko than in the wild‐type anterior brain. Note that *asmt* mRNA is detected in the posterior brain because the pineal stalk is most likely included in this part.qPCR confirms a significant higher *asmt* transcript level in the *opn4* dko than in the wild‐type anterior brain. Quantification of the *asmt* mRNA level is relative to the *actb1* mRNA measured in the sample. Data information: In (A) and (C), blue markers indicate wild‐type, grey markers indicate *opn4* dko and red bar indicates mean. Biological replicates are indicated with round, triangular and square markers (*n* = 3). Asterisks indicate significance (0.01 < *P*(*) < 0.05, 0.001 < *P*(**) < 0.01, *P*(***) < 0.001, ns = not significant). In (B) and (D), boxplot divides the data in quartiles: the box indicates the interquartile range, with the horizontal line in the box denoting the median of the data set, the whiskers extend to the minimum and maximum, and meet the box at the median of the lower (quartile 1) and median of the upper (quartile 3) half of the dataset. Black dots indicate biological replicates (*n* = 12), the red dot indicates the mean and red error bars indicate the confidence interval (95%).

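Per 1000 actb1 reads, the anterior brain had 6.28 ± 1.17 ddc reads in wild-type and 41.7 ± 10.91 in opn4 dko (SD, n = 3 pools; two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The posterior brain values were 31.9 ± 15.6 and 20.9 ± 13.3 (p = 0.5, exact permutation test), and in the eye 28.8 ± 9.52 and 22.2 ± 13.5 (p = 0.6, exact permutation test). The log2 fold change of ddc in the quasi-likelihood fits was -0.29 in the posterior brain (standard error 0.41) and -0.08 in the eye (standard error 0.35). Tested as an interaction, its effect was larger in the anterior brain than in the eye (log2 difference 2.83, FDR = 0.0314, edgeR quasi-likelihood test). Against the posterior brain the log2 difference was 3.07 and did not pass the cutoff (FDR = 0.156, same test). The gene actb1 itself (ENSDARG00000037746) had a log2 fold change of 0.07 in the anterior brain, 0.34 in the posterior brain and 0.40 in the eye, none past the cutoff, so that ratios to actb1 in the posterior brain and eye lie lower in opn4 dko than CPM do.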

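Reads of asmt per 1000 actb1 reads were 1.53 ± 0.691 in the wild-type anterior brain and 77.1 ± 23.6 in the opn4 dko anterior brain (SD, n = 3 pools; two-sided exact permutation test, p = 0.1, the smallest possible). Posterior brain ratios were 0.332 ± 0.343 and 21.8 ± 27.2, where the spread between the opn4 dko pools exceeded their mean.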

### *asmt* is overexpressed in the *opn4* dko pineal

To validate the transcriptome sequencing data, we repeated the same entrainment and sampling procedure and determined the levels of *ddc* and *asmt* mRNA by qPCR, which confirmed significant overexpression of *ddc* (Fig 3B *U*‐test: *P* = 4.42 × 10^−5^) and *asmt* (Fig 3D *U*‐test: *P* = 0.0004) in the mature *opn4* dko anterior brain. Both *ddc* and *asmt* transcripts are expressed in the mature wild‐type and *opn4* dko pineals, as demonstrated by *ish* (Fig EV2A–D). The elevated *asmt* mRNA levels detected in the *opn4* dko brain (Fig 3C and D) can be attributed to the pineal, as *asmt* is solely expressed in this gland and not ectopically expressed in the *opn4* dko brain. Note that *asmt* is not overexpressed in the eye (Fig 3C and D).

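In the eye libraries asmt had 68.5 ± 5.38 CPM in wild-type and 71.4 ± 6.01 in opn4 dko (SD, n = 3), a log2 fold change of 0.06 (standard error 0.21, FDR = 0.993, edgeR quasi-likelihood test). Per 1000 actb1 reads the values were 62.9 ± 12.5 and 51.2 ± 14.8 (p = 0.3, two-sided exact permutation test). The effect of the genotype on asmt was larger in the anterior brain than in the eye, by 5.67 on the log2 scale (FDR = 0.00370, quasi-likelihood test of the interaction).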

**Figure EV2:**
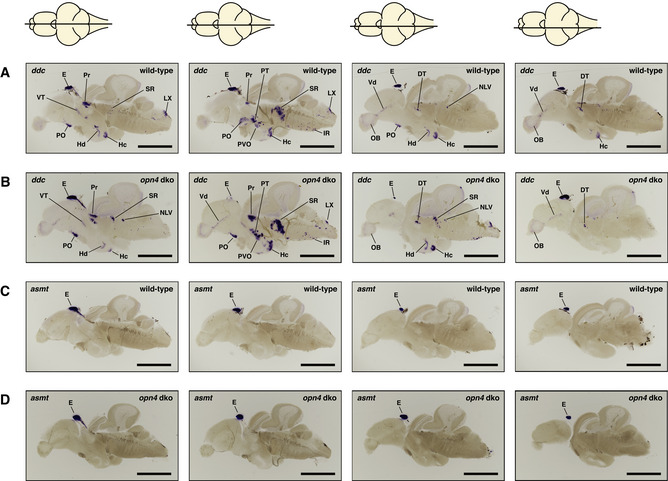
*ish* with *ddc* or *asmt* probe on *opn4* dko mature brains show wild‐type expression patterns A, BSame *ddc* expression pattern was observed in wild‐type (A) and *opn4* dko (B) brains (pineal lost from the brain slices in (B) centre panels).C, D
*asmt* expression in wild‐type (C) and *opn4* dko (D) adult brains show that *asmt* is not ectopically expressed. Thus, the higher *asmt* transcript level measured with qPCR in the *opn4* dko anterior brain can be attributed to the pineal. Data information: The horizontal line through a representation of the brain, above the section, indicates the location of the section within the brain. Abbreviations: epiphysis cerebri (pineal) [E], caudal zone of periventricular hypothalamus [Hc], inferior raphe [IR], periventricular pretectum [Pr], preoptic area [PO], posterior tuberculum [PT], paraventricular organ [PVO], suprachiasmatic nucleus [SCN], superior raphe [SR]. Note that the duration of the colorimetric development of the *ishs* in this figure is not exactly the same. Scale bar: 1.0 mm.

### *opn4* dko larvae show attenuated locomotor activity in the wake state

As larvae are routinely subjected to behaviour and neuropharmacology studies (Basnet *et al*, 2019) and the commercially available behaviour systems have been designed for larvae, we investigated locomotor activity at the larval stage. The characteristics of mature swimming emerge on the 4^th^ day post fertilisation (dpf) when the swim bladder becomes functional. Thereafter, larvae synchronise locomotor activity to the light‐dark phases (Hurd & Cahill, 2002). Locomotor activity or velocity is defined as the rate of change of a larva's position in a unit time. Wild‐type and *opn4* dko larvae were entrained to a 12:12 h LD regime in the DanioVision automated observation chamber from the 1^st^ dpf (~30 hpf) onwards, and recorded and tracked on the 5^th^, 6^th^ and 7^th^ dpf. *opn4* dko larvae display significantly lower locomotor activity than wild‐type during the light phase (wake state) at 6 dpf (Fig 4B and D, *P* = 0.009, *d* = −0.938) and 7 dpf (Fig 4C and D, *P* = 0.017, *d* = −0.851), but not at 5 dpf (Fig 4A and D), and activity is slightly raised during the night at 7 dpf (Fig 4E, *P* = 0.047, *d* = 0.699). *opn4* dko activity is reduced by 27% at 6 dpf when comparing the mean activity between wild‐type and the *opn4* dko in the light phase and setting the baseline to the mean activity of wild‐type in the dark phase. To determine if the difference between the wild‐type and *opn4* dko locomotor activity is due to interindividual variability or is the result of the mutant phenotype, we calculated Cohen's effect size (*d*), which evaluates the difference between the means by comparison with the pooled standard deviation. The effect size at 6 dpf (*d* = −0.938) shows a difference of 94% of the pooled standard deviation between the means of the wild‐type and *opn4* dko locomotor activity in the light phase. At 7 dpf the effect size (*d* = −0.851) shows a difference between the means in the light phase of 85% of the pooled standard deviation. Cohen defined an effect size of |*d*| > 0.8 as large (Cohen, 1988). Note that when we set the baseline at 0 we get similar statistical outcomes (6 dpf: *P* = 0.009, *d* = −0.932, 7 dpf: *P* = 0.020, *d* = −0.828). The significance and effect size independently indicate a very high probability that the observed differences in locomotor activity between wild‐type and *opn4* dko are the result of the phenotype. We also compared the visual motor response (VMR), which is defined as the brief increase in activity after loss of illumination. The VMR consists of two components: large‐angle turns (O‐bend spike) followed by routine turns (R‐turns) (Burgess & Granato, 2007; Fernandes *et al*, 2012). The *opn4* dko showed significant more movement in the large‐angle turns compared to wild‐type (Fig 4, 5, 5 dpf: *P* = 0.008, *d* = 0.955, 6 dpf: *P* = 0.001, *d* = 1.216, 7 dpf: *P* = 8.93 × 10^−5^, *d* = 1.509), while the routine turns were not affected on the 6^th^ and 7^th^ dpf (Fig EV3A–C and G).

**Figure 4:**
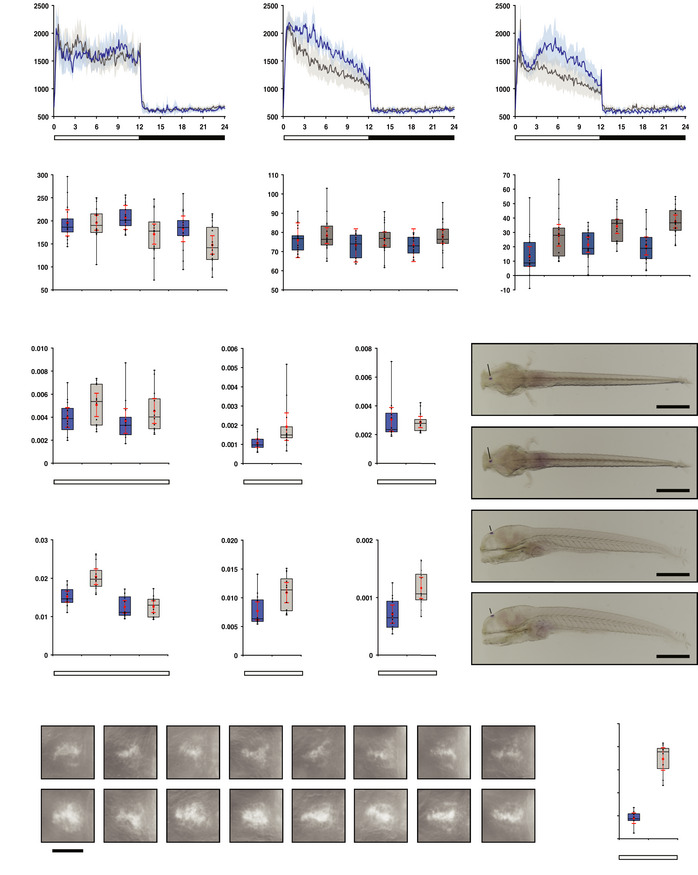
*opn4* dko larvae display attenuated locomotor activity in the wake state A–CActograms show mean locomotor activity of wild‐type (blue line) and *opn4* dko (grey line) larvae at (A) 5 dpf, (B) 6 dpf and (C) 7 dpf. The band on each side of the mean indicates the confidence interval (95%). The bar under the chart indicates the 12:12 h LD regime.DBox plot shows reduced locomotor activity during the wake state in *opn4* dko larvae (grey box) when compared to wild‐type (blue box) at 6 and 7 dpf. All activity bins in the light phase of each larva were pooled separately, thus the aggregated activity data of each larva on one particular day is in this case one single observation in the test statistics. As the consecutive days are presented separately, the assumption of independent identical observations is fulfiled.EPlot as in (D) for the rest state, shows no difference at 5 and 6 dpf and a significantly raised activity of the *opn4* dko at 7 dpf.F
*opn4* dko larvae show significant more displacement in large‐angle turns at the onset of the dark interval than wild‐type on the 5^th^, 6^th^ and 7^th^ dpf (see also Fig EV3A–C).GPlot shows *asmt* mRNA levels, detected by qPCR, in whole wild‐type (blue box) and whole *opn4* dko (grey box) larvae at 6 dpf.HPlot shows a significant higher *asmt* mRNA level in the ophthalmectomised *opn4* dko larvae than ophthalmectomised wild‐type larvae at ZT3 on the 6^th^ dpf.IPlot shows similar *asmt* mRNA levels between *opn4* dko eyes and wild‐type eyes at ZT3 on the 6^th^ dpf.J
*ish* with *asmt* probe on larvae sampled on the 6^th^ dpf at ZT3 shows that *asmt* mRNA is confined to the pineal and indicates that the *asmt* gene is not ectopically expressed in *opn4* dko larvae. The higher *asmt* mRNA level measured by qPCR in the *opn4* dko therefore points at a defect in the pineal. Note that the eyes were removed after the *ish* for optimal visibility of expression in the brain. Scale bar: 0.5 mm.KPlot as in (G), shows significant higher levels of *ddc* mRNA in whole *opn4* dko larvae at ZT3.LPlot as in (H), shows significant higher levels of *ddc* mRNA in ophthalmectomised *opn4* dko at ZT3.MPlot as in (I), shows significant higher levels of *ddc* mRNA in *opn4* dko eyes at ZT3.N
*ish* with *ddc* probe on wild‐type and *opn4* dko larvae sampled on the 6^th^ dpf represents *ddc* expression in pineals. Whole larvae are presented in Appendix Fig S2. Biological replicates indicated with BR. Scale bar: 0.05 mm.OQuantification of the adjusted intensity in the pineals from larvae presented in (N), implies a significant higher *ddc* transcript level in the *opn4* dko pineal. Data information: In (D–I), (K–M) and (O), boxplot divides the data in quartiles: the box indicates the interquartile range, with the horizontal line in the box denoting the median of the data set, the whiskers extend to the minimum and maximum, and meet the box at the median of the lower (quartile 1) and median of the upper (quartile 3) half of the dataset. Black dots indicate biological replicates (D–F: *n* = 18, G–I and K–M: *n* = 12, O: *n* = 8), the red dot indicates the mean, red error bars indicate the confidence interval (95%), asterisks indicate significance (0.01 < *P*(*) < 0.05, 0.001 < *P*(**) < 0.01, *P*(***) < 0.001, ns = not significant).

**Figure 5:**
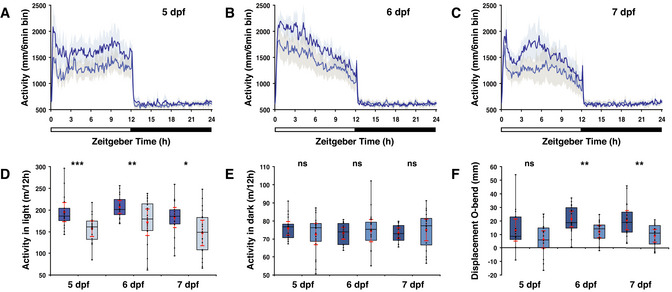
Larvae adapt their locomotor activity to the ambient light level A–CActograms show mean locomotor activity in wild‐type under a medium (dark blue line) and low (light blue line) intensity LD regime at (A) 5 dpf, (B) 6 dpf and (C) 7 dpf. Spectrum and photoperiod is the same under both conditions. The band on each side of the mean indicates the 95% confidence interval. The bar under the chart indicates the 12:12 h LD interval.DBox plot shows a significant reduction in locomotor activity during the wake state under a low (light blue box) than a medium (dark blue box) intensity LD regime on the 5^th^, 6^th^ and 7^th^ dpf.EAs in (D) for the rest state (dark phase). No difference in locomotor activity was detected.FLarvae show significant less displacement in large‐angle turns at the onset of the dark interval under a low intensity LD regime than under a medium intensity LD regime on the 6^th^ and 7^th^ dpf (see also Fig EV3D–F and I). Data information: In (D–F), boxplot divides the data in quartiles: the box indicates the interquartile range, with the horizontal line in the box denoting the median of the data set, the whiskers extend to the minimum and maximum, and meet the box at the median of the lower (quartile 1) and median of the upper (quartile 3) half of the dataset. Black dots indicate biological replicates (*n* = 18), the red dot indicates the mean, red error bars indicate the confidence interval (95%) and asterisks indicate significance (0.01 < *P*(*) < 0.05, 0.001 < *P*(**) < 0.01, *P*(***) < 0.001, ns = not significant).

**Figure EV3:**
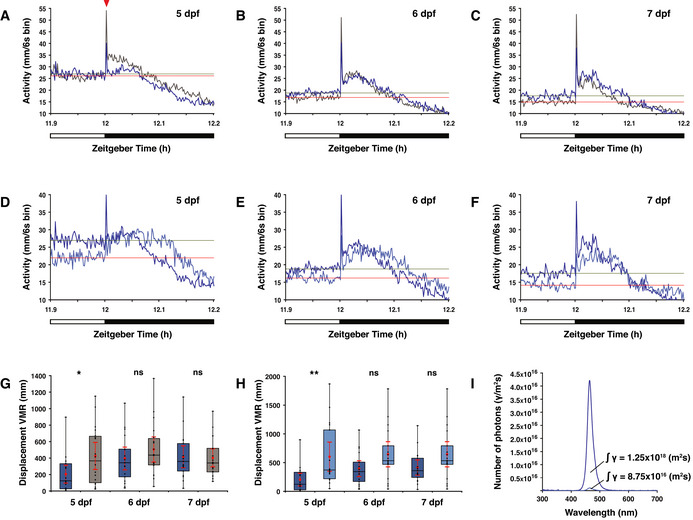
Overview of visual motor response (VMR) data A–CActograms show the mean activity of wild‐type (dark blue line) and *opn4* dko (grey line) under a medium intensity LD 12:12 h regime at the light to dark boundary on the (A) 5^th^ dpf, (B) 6^th^ dpf and (C) 7^th^ dpf. O‐bend spike indicated with red arrowhead. The bar under the chart indicates the last 6 min of the light phase and the first 12 min of the dark phase. Solely for estimation, the mean activity over the last 6 min in the light phase is plotted as a horizontal line for wild‐type (green) and *opn4* dko (red).D–FActogram shows mean activity of wild‐type larvae under a medium (dark blue line) or low (light blue line) intensity LD 12:12 h regime at the light to dark boundary on the (D) 5^th^ dpf, (E) 6^th^ dpf and (F) 7^th^ dpf. Solely for estimation, the mean activity over the last 6 min in the light phase is plotted as a horizontal line for larvae under medium light intensity (green) and low light intensity (red).G
*opn4* dko larvae (grey box) show similar displacement in routine turns after transition from light to darkness as wild‐type (blue box) on the 6^th^ and 7^th^ dpf, but not on the 5^th^ dpf (*U*‐test, *P* = 0.0413). Note that displacement of each individual larva was calculated separately by comparison with its own baseline activity in the light phase. Thus the displacement of each larva on one particular day is in this case one single observation in the test statistics.HWild‐type larvae show similar displacement in routine turns after transition from light to darkness under a low (light blue box) as under a medium (dark blue box) intensity LD regime on the 6^th^ and 7^th^ dpf, but not on the 5^th^ dpf (*U*‐test, *P* = 0.0029).IPlot of the photon flux at medium (dark blue line) and low (light blue line) light intensities. For biological processes, the photon flux has a higher relevance than the irradiance (power of electromagnetic radiation) because a photoreceptor is activated by a photon. The photon flux is defined as the number of photons (γ) per unit area (m^2^/s). Data information: In (G) and (H), boxplot divides the data in quartiles: the box indicates the interquartile range, with the horizontal line in the box denoting the median of the data set, the whiskers extend to the minimum and maximum, and meet the box at the median of the lower (quartile 1) and median of the upper (quartile 3) half of the dataset. Black dots indicate biological replicates (*n* = 18), the red dot indicates the mean, red error bars indicate the 95% confidence interval and asterisks indicate significance (0.001 < *P*(**) < 0.01, *P*(***) < 0.001, ns = not significant).

We further investigated *opn4* dko larvae on the molecular level. Larvae were entrained to a 12:12 h LD regime and *asmt* transcript levels were measured by qPCR in whole wild‐type and *opn4* dko larvae sampled on the 6^th^ dpf. The *asmt* mRNA levels did not show a significant difference (Figs 4G and EV4C). However, the expression of *asmt* in the eye and pineal returns the sum of the dissimilar relative expression levels. If a much higher *asmt* transcript level is present in the eye than in the pineal, an unaffected *asmt* transcript level in *opn4* dko eyes could potentially mask an increase in the *asmt* transcript level in the *opn4* dko pineal when comparing RNA extracts from whole wild‐type with *opn4* dko larvae. Therefore, wild‐type and *opn4* dko larvae were entrained to the LD regime, sampled and ophthalmectomised at 6 dpf between ZT3 and ZT4, and the *asmt* transcript levels were determined by qPCR in ophthalmectomised larvae and their eyes separately. This showed significant overexpression of *asmt* in ophthalmectomised *opn4* dko larvae compared to wild‐type larvae (Fig 4H, *U*‐test: *P* = 0.017) and similar *asmt* expression levels in the eyes (Fig 4I). Whole mount *ish* for *asmt* in *opn4* dko 6 dpf larvae revealed that *asmt* is not ectopically expressed (Fig 4J), demonstrating that the increase in *asmt* transcript level in the ophthalmectomised *opn4* dko larvae can be solely attributed to the pineal. qPCR to detect *ddc* mRNA in the same samples showed that this transcript is significantly overexpressed in whole *opn4* dko larvae (Fig 4K, ZT3: *P* = 0.0005, Fig EV4A), ophthalmectomised *opn4* dko larvae (Fig 4L, *U*‐test: *P* = 0.0045) and their eyes (Fig 4M, *P* = 0.0005). However, the higher *ddc* mRNA level in ophthalmectomised *opn4* dko larvae does not give insight into the expression level in the pineal, as *ddc* is expressed in multiple brain areas. Thus, we performed an *ish* for *ddc*, and assayed the *ddc* transcript levels in the pineals of individual 6 dpf larvae by measuring the adjusted volume intensity. This experiment revealed significant higher *ddc* transcript levels in the *opn4* dko than in the wild‐type pineal (Fig 4N and O, *P* = 2.12 × 10^−7^, Appendix Fig S2). *tyrosine hydroxylases* (*th1, th2*), which encode essential enzymes for dopamine synthesis, and the dopamine transporter (*slc6a3*) are not expressed in the pineal (Filippi *et al*, 2010), implying that dopamine is not produced by this gland. Thus, the overexpression of *ddc* in the pineal predicts a higher serotonin level. As *aanat2* is only expressed in the pineal the transcript was measured in whole larvae, and similar *aanat2* mRNA levels were detected in wild‐type and *opn4* dko (Fig EV4B, ZT21: *P* = 0.318). The overexpression of multiple genes that encode melatonin synthesis enzymes in the pineal of the *opn4* dko larva suggests a higher melatonin level, which would provide a causal explanation for its attenuated locomotor activity during the wake state.

**Figure EV4:**
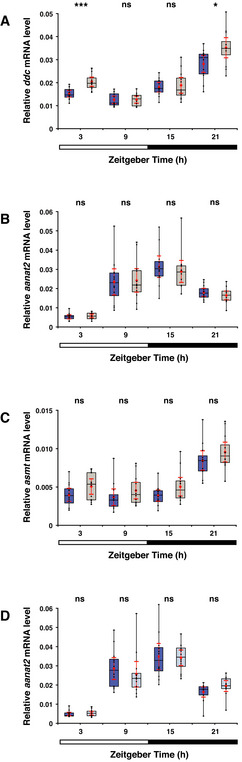
Expression of genes encoding melatonin synthesis enzymes on the 6^th^ dpf Box plot shows significant higher *ddc* mRNA levels measured by qPCR in whole *opn4* dko larvae (grey box) at ZT3 and ZT21 (*P* = 0.0240) than in wild‐type (blue box). Bar under the chart indicates the 12:12 h LD interval.As in (A) for the *aanat2* mRNA level, shows no significant difference between wild‐type and *opn4* dko whole lavae.As in (A) for the *asmt* mRNA level, shows no significant difference between wild‐type and *opn4* dko whole lavae.Box plot shows *aanat2* mRNA. The difference in mRNA levels between wild‐type larvae under a medium (dark blue box) or low (light blue box) intensity LD regime is not significant (ZT21: *U*‐test, *P* = 0.0684). Data information: boxplot divides the data in quartiles: the box indicates the interquartile range, with the horizontal line in the box denoting the median of the data set, the whiskers extend to the minimum and maximum, and meet the box at the median of the lower (quartile 1) and median of the upper (quartile 3) half of the dataset. Black dots indicate biological replicates (*n* = 12), the red dot indicates the mean, red error bars indicate the confidence interval (95%), asterisks indicate significance (0.001 < *P*(**) < 0.01, *P*(***) < 0.001, ns = not significant).

### Larvae adapt their locomotor activity to the light level

Light has been demonstrated to suppress the rest state in diurnal vertebrates (Lowrey & Takahashi, 2000; Yokogawa *et al*, 2007). Thus, the intensity of light may also affect locomotor activity during the wake state. To test this, wild‐type larvae exposed to medium light intensity were compared with wild‐type exposed to more than an order of magnitude reduced light intensity (Fig EV3I), both under the same photoperiod and spectrum. Larvae under a low intensity LD regime were significantly less active in the light phase than under a medium intensity LD regime at 5 dpf (*P* = 0.001, *d* = −1.213), 6 dpf (*P* = 0.015, *d* = −0.933) and 7 dpf (*P* = 0.011, *d* = −0.887) (Fig 5A–D), and showed no difference in activity during the dark phase (Fig 5E). The significance and effect size independently indicate a very low probability that the observed differences in locomotor activity are the result of interindividual variability. To determine whether the light intensity also affects the expression of genes that encode melatonin synthesis enzymes, we compared *ddc*, *aanat2* and *asmt* transcript levels at 6 dpf under the same conditions. A significant increase in the *asmt* transcript level was detected in the light phase of the low intensity LD regime (Fig 6I, *U*‐test at ZT3: *P* = 0.0284), but *ddc* (Fig 6H, ZT21: *P* = 0.538, ZT3: *P* = 0.953) and *aanat2* (Fig EV4D, *U*‐test at ZT21: *P* = 0.068, ZT3: *P* = 0.553) mRNA levels did not show significant differences. Thus, solely reducing the light intensity without changing the photoperiod and spectrum induces *asmt* transcription and reduces locomotor activity during the wake state. In addition, a reduction in large‐angle turns was observed under the low intensity LD regime (Fig 5F 6 dpf: *P* = 0.005, *d* = −1.024, 7 dpf: *P* = 0.004, *d* = −1.083), which further demonstrates that zebrafish can detect differences in the light level.

**Figure 6:**
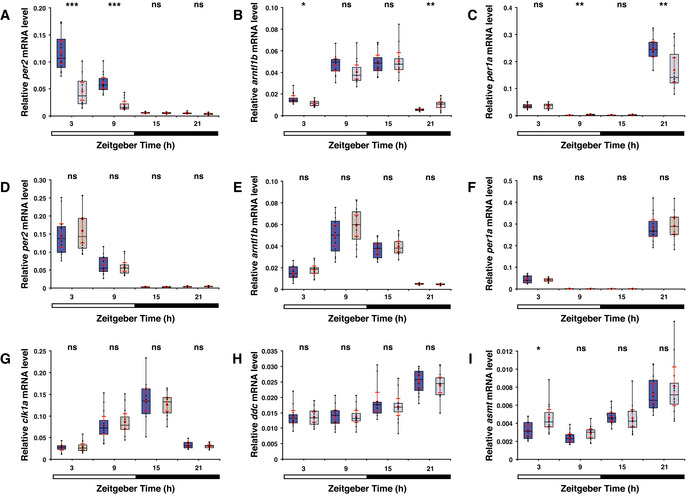
The light level is correlated with *per2* and *asmt* transcript levels Per2 is known to act as an intermediary between the light detector and the melatonin synthesis pathway. Box plot shows *per2* mRNA levels measured by qPCR in 6 dpf larvae placed under a low (light blue box) or medium intensity (dark blue box) LD regime. Under the low intensity light phase a significant reduction in the *per2* transcript levels is detected. Bar under the chart indicates the 12:12 h LD interval.Box plot as in (A) shows mRNA levels of *arntl1b*, which is in part regulated by *per2*. Under low intensity light a significant reduction in the *arntl1b* transcript level is detected at ZT3 and an increase at ZT21.Plot as in (A) shows mRNA levels of *per1a*, which is regulated by the Arntl‐Clk heterodimer. Under low intensity light a significant reduction in the *per1a* transcript level is detected at ZT21 and an increase at ZT9.Box plot shows similar *per2* mRNA levels between wild‐type (blue box) and *opn4* dko (grey box) under a medium intensity LD regime at 6^th^ dpf.Box plot as in (D), shows similar *arntl1b* mRNA levels.Box plot as in (D), shows similar *per1a* mRNA levels.Box plot as in (D), shows similar *clk1a* mRNA levels.Box plot as in (A) shows *ddc* mRNA levels. Similar levels were detected between wild‐type larvae under a low or medium intensity LD regime.Box plot as in (A) shows *asmt* mRNA levels. Under a low intensity LD regime a significant increase in the *asmt* transcript level is detected at ZT3. Data information: boxplot divides the data in quartiles: the box indicates the interquartile range, with the horizontal line in the box denoting the median of the data set, the whiskers extend to the minimum and maximum, and meet the box at the median of the lower (quartile 1) and median of the upper (quartile 3) half of the dataset. Black dots indicate biological replicates (*n* = 12), the red dot indicates the mean, red error bars indicate the 95% confidence interval and asterisks indicate significance (0.01 < *P*(*) < 0.05, 0.001 < *P*(**) < 0.01, *P*(***) < 0.001, ns = not significant).

### Light intensity and core clock gene transcription are correlated

Per2 functions as an intermediary between the light signal and the melatonin synthesis pathway, as light‐dependent onset of *aanat2* transcription in the pineal requires Per2 (Ziv *et al*, 2005; Ziv & Gothilf, 2006) and as *per2* transcription has been shown to be directly light induced (Cermakian *et al*, 2002; Ziv *et al*, 2005; Dekens & Whitmore, 2008). Therefore, we measured the transcript levels of *per2* in 6 dpf larvae at ZT3, 9, 15 and 21 under the stated conditions, which revealed a significant reduction in the *per2* transcript level under the low intensity light phase (Fig 6A, ZT3: *P* = 2.16 × 10^−5^, *U*‐test at ZT9: *P* = 1.16 × 10^−6^). Per2 has been reported to regulate the core clock gene *arntl1b* (Wang *et al*, 2015). Consistent with this report, we detected a significant reduction in the *arntl1b* mRNA level (Fig 6B, *U*‐test at ZT3: *P* = 0.0205, ZT21: *P* = 0.0065) under the low intensity LD regime. Next, we measured the expression of *per1a*, which is under the control of the Clk‐Arntl heterodimer, and detected a significant difference in *per1a* mRNA levels between the low and medium intensity LD regimes (Fig 6C, ZT9: *P* = 0.0015, ZT21: *P* = 0.0095). As mouse OPN4 also functions in clock resetting, we compared the transcript levels of *per2* (Fig 6D), *arntl1b* (Fig 6E), *per1a* (Fig 6F) and *clk1a* (Fig 6G) on the 6^th^ dpf at ZT3, 9, 15 and 21 between wild‐type and *opn4* dko larvae. We detected no significant differences in transcript levels, suggesting that during this larval stage *opn4.1* and *opn4xb* do not play a role in clock resetting or are redundant in this process. 

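In the posterior brain, per1a (ENSDARG00000056885) had 39.1 ± 11.4 CPM in wild-type and 16.8 ± 2.86 in opn4 dko (SD, n = 3), a log2 fold change of -1.22 (standard error 0.28, FDR = 0.0724, edgeR quasi-likelihood test). The level of roraa (ENSDARG00000031768) was 118.8 ± 24.1 and 72.4 ± 6.86, a log2 fold change of -0.72 (standard error 0.18, FDR = 0.107, same test). For cdk5 (ENSDARG00000056683) the levels were 26.9 ± 4.39 and 9.17 ± 3.46, a log2 fold change of -1.57 (standard error 0.35, FDR = 0.0628, same test). In these 3 genes every opn4 dko library was below every wild-type library. The per2 (ENSDARG00000034503) levels were 233 ± 67.6 and 187 ± 31.8 and overlapped between genotypes, with a log2 fold change of -0.31 (standard error 0.19, FDR = 0.620, same test). None of the 4 genes passed the cutoff over all genes tested, and 3 did, all but per2, when adjusted over the list alone, which was drawn from these libraries. Over 17 alternatives each, the adjusted p ranged from 0.00692 to 0.765 for per1a, from 0.00910 to 0.465 for roraa and from 0.00593 to 0.378 for cdk5, and all 3 genes passed the cutoff with edgeR's exact test. The plot of log2 fold changes shows that each of the 4 genes stayed lower in opn4 dko when any library was left out.

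**Figure D3:**
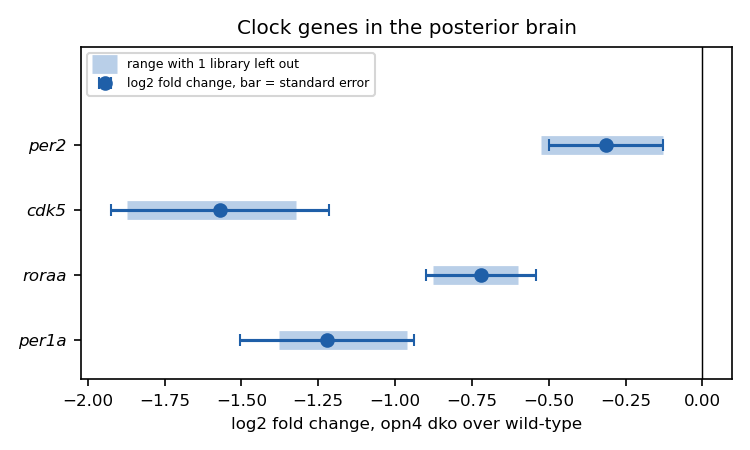
Log2 fold change of per1a, roraa, cdk5 and per2 in the posterior brain, opn4 dko over wild-type (horizontal axis). Points are the estimates from 3 libraries of each genotype, dark bars their standard error and pale bars the range over the 6 fits that each left out a library. The points lie at -1.22, -0.72, -1.57 and -0.31, and all pale bars lie below 0.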

Transcriptome sequencing on cDNA of adult posterior brains that were sampled in the light phase showed a significant reduction in the transcript level of *per1a* (*P* = 0.0153), *roraa* (*P* = 0.0365) and *cdk5* (*P* = 0.0093), and a similar trend in *per2* (Appendix Fig S1B,S–V) in the *opn4* dko, implying that Opn4.1‐Opn4xb input into the clock when the fish has matured. Furthermore, several MAPK pathway genes are differentially expressed, which may point to an altered clock amplitude and/or rhythm, as this pathway has been reported to input into the circadian clock (Cermakian *et al*, 2002).

## Discussion

### A comparison between mammals and zebrafish

The traditionally studied vertebrate genetic model systems in chronobiology are nocturnal rodents. The zebrafish offers insight in the diurnal chronotype, a perspective from a different class of vertebrates and suitability for genetic manipulation. Whereas the function of OPN4 in the rodent ipRGCs has been extensively studied, the function of Opn4 in the zebrafish pineal is unknown. In addition, the zebrafish is relevant for studies on the regulation of the melatonin pathway (Gandhi *et al*, 2015), while genes encoding melatonin synthesis enzymes are nonfunctional in most laboratory mouse strains (Ebihara *et al*, 1987; Roseboom *et al*, 1998).

A common function for Opn4/OPN4 in zebrafish and rodents is not evident, given the drastically different connection of the pineal with its light input and as the zebrafish expresses several distinct non‐visual photoreceptors. For instance, Exo‐rhodopsin (Exorh) has been proposed as the primary candidate for regulating the melatonin pathway in the zebrafish pineal, as it has been shown to induce *aanat2* during embryonic development (Pierce *et al*, 2008; Ben‐Moshe *et al*, 2014). Furthermore, the transcriptome data presented here shows overexpression of *parapinopsin* (*pp2*) in the *opn4* dko pineal, which could be due to a compensatory mechanism and therefore Pp2 may be involved in the same process (Koyanagi *et al*, 2015). 

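The gene pp2 (ENSDARG00000044672) had 5, 0 and 5 reads in the wild-type anterior brain libraries and 121, 59 and 36 in the opn4 dko libraries, 0.772 ± 0.669 and 13.0 ± 4.63 CPM (SD, n = 3). The log2 fold change was 4.15 (standard error 0.73, FDR = 0.00361, edgeR quasi-likelihood test), between 3.47 and 4.66 with each library left out in turn, and the call was lost without opn4 dko replicate 1.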

The suppression of melatonin synthesis by red light in zebrafish (Ziv *et al*, 2007) is another indication that different photoreceptors input in the melatonin pathway. However, these data do not exclude that one or more of the zebrafish Opn4 photoreceptors have a similar function as reported in mammals.

We demonstrate that adult zebrafish *opn4* dkos express in the light phase significantly higher levels of the transcripts: *tph1*, *tph2*, *ddc, aanat2* and *asmt* than wild‐type. These transcripts encode all the enzymes required for the conversion of tryptophan into melatonin. In addition, significantly higher transcript levels were detected of: *crx*, *otx2*, *otx5* and *lhx4* transcripts (Appendix Fig S1A,H,I,J), which encode homeodomain transcription factors that have been shown to regulate genes that encode melatonin pathway enzymes. 

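Per 1000 actb1 reads, tph1a had 0.847 ± 1.24 reads in the wild-type anterior brain and 17.5 ± 5.56 in opn4 dko (SD, n = 3 pools). For tph2 the values were 0.0898 ± 0.156 and 19.6 ± 8.86, and for aanat2 5.28 ± 1.04 and 17.1 ± 7.51. Each of these 3 genes had p = 0.1 in a two-sided exact permutation test, the smallest value the design allows.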

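Of these homeodomain genes 3 could be tested in the anterior brain, and all 3 passed the cutoff. Wild-type libraries held 0, 2 and 0 reads of crx and opn4 dko libraries 118, 66 and 43, so that crx (ENSDARG00000011989) was at least 22.8-fold higher in opn4 dko (FDR = 6.37e-05, edgeR quasi-likelihood test). The gene otx2 (ENSDARG00000011235), listed as otx2b in the Source Data, rose from 4.22 ± 2.50 to 16.7 ± 3.44 CPM (SD, n = 3), a log2 fold change of 1.98 (standard error 0.46, FDR = 0.0358, same test). The call was kept, of the 6 fits that each left out a library, only without wild-type replicate 1 or opn4 dko replicate 3, and with each library left out in turn the log2 fold change of otx2 lay between 1.61 and 2.41.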

CRX (Rohde *et al*, 2014b, 2019) and OTX2 (Rohde *et al*, 2019) regulate *Tph1*, *Aanat* and *Asmt* in the rat pineal, and LHX4 (Hertz *et al*, 2020) regulates *Aanat* in rats. Otx5 has been demonstrated to regulate *aanat2* in the zebrafish pineal (Gamse *et al*, 2002). These reports are consistent with the data presented here, and suggest a common mechanism for the regulation of melatonin synthesis through homeodomain transcription factors. Furthermore, the Opn4‐dependent transcriptome shows that *creb3l1* (Appendix Fig S1A,R, *P* = 0.028), which product may also be involved in the regulation of the melatonin pathway, is differentially regulated in the *opn4* dko. 

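The level of creb3l1 (ENSDARG00000015793) in the anterior brain was 20.0 ± 5.52 CPM in wild-type and 8.08 ± 1.52 in opn4 dko (SD, n = 3), a log2 fold change of -1.31 (standard error 0.34, FDR = 0.0861, edgeR quasi-likelihood test). Every opn4 dko library was below every wild-type library. The adjusted p ranged from 0.0243 to 0.972 over its 17 alternatives, and the log2 fold change stayed between -1.49 and -1.11 with each library left out in turn.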

Its underexpression may predict a decrease in the transcription of CRE‐regulated genes. However, transcriptome sequencing does not reveal all regulatory processes, such as post‐translational modifications. *adenylate cyclase* (*adcy1* in Appendix Fig S1A, *P* = 0.012) is overexpressed in the *opn4* dko anterior brain, implying an increase in pCreb and the expression of the putative genes under its control, consistent with the observed higher *aanat2* transcript level and the presence of CRE elements in the *aanat2* promoter (Falcon *et al*, 2007). 

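The Source Data lists this gene as si:dkey-206f10.1 (ENSDARG00000032838) and notes it as adcy8 or adcy1. Anterior brain libraries had 0, 0 and 0 of its reads in wild-type and 33, 5 and 12 in opn4 dko. It was at least 4.69-fold higher in opn4 dko and was not kept by the filter. It passed the cutoff without the filter and in the fit of all 18 libraries.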

Interestingly, *aanat2* mRNA levels show no difference between wild‐type and *opn4* dko larvae, suggesting that at this stage Opn4.1‐Opn4xb are redundant or may not regulate *aanat2*. The reported role for Exorh in the regulation of *aanat2* raises the question if distinct photoreceptors could directy or via the clock control different steps of the melatonin pathway and/or if distinct photoreceptors could perform the same function at different stages of development. The appearance of the *opn4* dko locomotor activity phenotype on the 6^th^ dpf, after larvae can already adapt their locomotor activity to the light level, suggests that a developmental aspect plays a role. In addition to the discussed analogy on the molecular level between zebrafish and rodents, *opn4* dko larvae exhibit attenuated locomotor activity during the wake state in line with the mouse *Opn4* knockout wake state phenotype (Mrosovsky & Hattar, 2003; Lupi *et al*, 2008; Tsai *et al*, 2009). The zebrafish *opn4* dko phenotype also resembles the light‐dependent wakefulness observed in humans (Cajochen *et al*, 2000; Phipps‐Nelson *et al*, 2003; Lockley *et al*, 2006; Smolders *et al*, 2012; Smolders & de Kort, 2014; Knaier *et al*, 2016). Thus pointing to a similar function for Melanopsin in distant vertebrates.

### Locomotor activity in the diurnal and nocturnal wake states

We assessed the effect of light on locomotor activity in the diurnal zebrafish by double knockout of *melanopsins*, and demonstrate that Opn4.1‐Opn4xb elevate locomotor activity during the wake state. In nocturnal mice, OPN4 controls the light‐induced sleep state, as exposure to light during the night inhibits activity in wild‐type while *Opn4* mutants remain active (Mrosovsky & Hattar, 2003; Altimus *et al*, 2008; Lupi *et al*, 2008). This phenotype is the opposite of that observed in the zebrafish *opn4* dko, and is consistent with activity being induced by light in diurnal vertebrates (Shapiro & Hepburn, 1976; Tobler & Borbely, 1985; Yokogawa *et al*, 2007) and suppressed in nocturnal vertebrates (Campbell & Tobler, 1984; Mrosovsky & Hattar, 2003). Interestingly, mice with retinal degeneration (*rd/rd cl*) still show a reduction in melatonin levels after exposure to a light pulse in the night (Lucas *et al*, 1999). However, *rd/rd cl* mice that also lack OPN4 display a complete loss in responses to light (Hattar *et al*, 2003; Panda *et al*, 2003). Therefore, it is thought that mouse OPN4 plays a role in the light‐dependent suppression of melatonin.

The daily sleep‐wake rhythm is reversed between nocturnal and diurnal vertebrates (Shapiro & Hepburn, 1976; Campbell & Tobler, 1984; Yokogawa *et al*, 2007). Nevertheless, the higher level oscillators of diurnal and nocturnal vertebrates have a similar phase and function resulting in the melatonin level reaching its peak during the night (Challet, 2007). A common light signalling mechanism can be postulated as light represses, through Opn4, melatonin synthesis in both chronotypes. This repression brings about the opposite effect on the activity of diurnal and nocturnal vertebrates, suggesting that activity is inversely regulated downstream of the melatonin receptor. As the efficacy of melatonin receptors depends on receptor‐associated partners, cell‐dependent receptor expression and other context‐dependent factors (Cecon *et al*, 2018), system bias could be at the root of the opposite light‐dependent behaviour between diurnal and nocturnal animals.

### Input from the pineal versus the eye

The *opn4* dko displays a large‐angle turns phenotype, while a role for Opn4a has been reported in the routine turns of the VMR (Fernandes *et al*, 2012). The defect in large‐angle turns indicates a function for Opn4.1‐Opn4xb in the adaptation to loss of illumination. Large‐angle turns have been demonstrated to be regulated by the eye (Fernandes *et al*, 2012), thus pointing to a defect in the *opn4* dko eye. This can be explained by the expression of *opn4.1* in horizontal cells and single cone photoreceptors and *opn4xb* in bipolar cells (Davies *et al*, 2011), and overexpression of *ddc* in *opn4* dko eyes. The expression of *opn4.1* and *opn4xb* in the eyes raises the question if the eyes may also contribute to the *opn4* dko locomotor activity phenotype. However, the zebrafish pineal is not connected to the retinotectal projection (Robles *et al*, 2014) and so far sympathetic innervation could not be demonstrated. Importantly, zebrafish pineal function is not affected by catecholamine receptor agonists including NE (Cahill, 1997), thus excluding NE innervation as well as NE released in the circulation by chromaffin cells. Furthermore, the zebrafish pineal functions autonomously as shown by *in vitro* studies. Zebrafish pineals *in vitro* synthesise melatonin rhythmically in synchrony with the LD regime and continue rhythmic melatonin production under constant conditions (Cahill, 1996). The melatonin synthesised in the eyes has been shown in over 30 fish species to act as a paracrine signal and is not released in the blood (Zachmann *et al*, 1992a; Iigo *et al*, 1997; Iuvone *et al*, 2005; Falcon *et al*, 2007). Together, these data indicate that the reduced locomotor activity in the *opn4* dko wake state ought to be due to a defect in the pineal. It is plausible that the difference between rodents and zebrafish in indirect versus directly light regulation of the pineal is due to nocturnal versus diurnal niche adaptation.

### Locomotor activity, light intensity and Opn4 function

As light represses the rest state in diurnal vertebrates (Campbell & Tobler, 1984; Yokogawa *et al*, 2007), we investigated whether the intensity of light alone could affect locomotor activity during the wake state. We reasoned that reducing the light intensity may partially lift the inhibition on the expression of genes encoding melatonin synthesis enzymes and thereby raise the melatonin level (Max & Menaker, 1992; Zachmann *et al*, 1992b; Bolliet *et al*, 1995). A reduction in locomotor activity was measured during the wake state under a low intensity LD regime when compared to medium intensity with the same photoperiod and spectrum. This result is in accordance with a significant higher *asmt* transcript level detected in the light phase of larvae exposed to a low intensity LD regime. Thus, locomotor activity depends on light intensity and is correlated with the *asmt* transcript level. These data suggest that sustained repression of the melatonin pathway by light is required to elevate locomotor activity during the diurnal wake state. Importantly, light intensity defines the amplitude of *per2* transcription. The reduced *per2* transcript level and locomotor activity under a low intensity light phase is supported by the reduced locomotor activity of the *per2* mutant (Wang *et al*, 2015) and the role of *per2* in regulating *aanat2* transcription in the pineal (Ziv *et al*, 2005). While the circadian clock has been reported to control the melatonin pathway by regulating *aanat2* transcription (Klein, 2007), *aanat2* transcript levels between the medium and low intensity LD regimes did not reach a difference that is significant (Fig EV4D, ZT21: *U*‐test *P* = 0.068). However, qPCR does not reveal all regulatory processes, so that post‐transcriptional regulation cannot be excluded. Experimenting with light intensities does demonstrate the strong effect of short wavelength light on behaviour, as even dim light induces considerable locomotor activity in wild‐type. In contrast to the effect of light intensity on wild‐type, the *opn4* dko larvae do not show altered expression levels of the core clock genes: *per2*, *arntl1b* and *per1*, suggesting that at this stage Opn4.1‐Opn4xb may not function in resetting the circadian clock or are redundant. However, *opn4* dko larvae do not show a true block wave function as locomotion (Fig 4E) and the *ddc* mRNA level (Fig EV4A) are also affected in the dark phase. The data may suggest that Opn4.1‐Opn4xb exert more control over the clock in the adult. A comparison between the *opn4* dko and the light intensity experiments suggests that in zebrafish multiple distinct photoreceptors have the property to regulate locomotor activity. We did not knock out all *opn4* genes, which could potentially have a more profound effect on locomotor activity, as expression of the other *opn4* genes in the pineal cannot be excluded. The data collected in this study may well support future research to further our understanding of how light affects several non‐visual light‐dependent processes.

## Materials and Methods

### Animal husbandry

Animal procedures were conducted according to Austrian (BMWFW‐66.006/0012‐WF/II/3b/2014) and European (Directive 2010/63/EU) legislation covering the use of animals for scientific purposes. Zebrafish (*Danio rerio*) strains were cared for and bred as previously described (Mullins *et al*, 1994; Westerfield, 2007).

### *In situ* hybridisation

Labelled antisense RNA probes were synthesised following standard protocol. The probe was diluted in hybridisation buffer and heated for 2 min at 90°C. Mature fish were anaesthetised with MS‐222 (tricaine methane‐sulphonate, pH7) and then euthanised by decapitation. After removal of the eyes and lifting the skullcap, the head was fixed overnight (O/N) in formaldehyde (4% FA, pH7.5). Following careful brain dissection, the brains were washed in Phosphate Buffered Saline with 0.1% Tween‐20 (PBST, pH7.4) and permeabilised in 100% methanol (MeOH) O/N at −20°C. After removing MeOH through washes with successively lower percentage MeOH, the brains were permeabilised with proteinase K (10 μg/ml in PBST) for 30 min at room temperature (RT) followed by rinsing with glycine (10 mg/ml in PBST) to inactivate proteinase K, fixation and PBST washes. Brains were prehybridised for 2–4 h at 64°C, then hybridised with probe for ~40 h at 64°C, followed by multiple washes with successively lower formamide/SSC (Saline Sodium Citrate, pH6.0) concentrations and final washes with Maleic Acid Buffer (MABT, pH7.5) to remove unbound probe. Next, brains were embedded in 3% agarose in PBS and cut with the Leica VT1000S vibrating blade microtome in 100 μm sagittal sections. Note that sagittal sections show labelling of the pineal clearer than coronal sections. The sections were blocked for 2 h at RT (2% blocking reagent in MABT, Roche) and thereafter incubated with 1:2000 anti‐DIG‐AP (anti‐Digoxigenin coupled to Alkaline Phosphatase, Roche) in blocking buffer O/N at 4°C, followed by washes for several hours with MABT at RT and a final O/N wash at 4°C. For colorimetric development, the substrate BM‐Purple (Roche) was applied followed by fixation of the dye. Brain sections were mounted in Dako medium (Agilent). Larvae were fixed O/N in 4% FA followed by PBST washes and depigmentation with 100% acetone O/N at −20°C and treatment for 5 min at RT with 0.1 M KOH/ 3% H_2_O_2_. Larvae that had gone through the *in situ* procedure were mounted in 3% methylcellulose and dorsal and lateral images were captured with the Nikon SMZ18 microscope. To analyse the expression levels in larval pineals, the raw tif files of unsaturated and standardised exposure were converted to 8‐bit grey scale with Adobe Photoshop. Next, intensities were determined with ImageLab™ software from Bio‐Rad using volume tools and the same volume was applied to all replicates for calculating the adjusted volume intensity with the local background subtraction method.

### Site‐directed mutagenesis

Knockouts were generated with Transcription Activator‐Like Effectors fused to FokI Nuclease (TALEN), as previously described (Cermak *et al*, 2011; Bedell *et al*, 2012). The TALEs were designed with online TALEN targeter software (https://tale‐nt.cac.cornell.edu/) to bind exclusively to the target genes. The following settings were applied: spacer length of 15–20bp and guanine bound by the Repeat Variable Diresidue (RVD) NN, cytosine by HD, thymine by NG and adenine by NI. The different RVD sequences were subcloned in their order into the pFUS‐A and B plasmids with the GoldenGate method (TALEN assembly kit, Addgene). Next, TALE1 was subcloned into pCS2TAL3DD and TALE2 into the pCS2TAL3RR plasmid, each carrying the sequence of one of the two domains of the heterodimeric FokI nuclease (Miller *et al*, 2011). The intermediate and final constructs were transformed, screened by colony PCR, colonies grown O/N, plasmids isolated and sequenced for quality control. The final sequences were checked against the sequence of the full RVD arrays generated with the TAL plasmids sequence assembly tool (http://bao.rice.edu/). Thereafter the plasmids were linearised with KpnI, *in vitro* transcribed (SP6 mMessage mMachine kit, Invitrogen), mRNA purified (RNeasy kit, Qiagen) and a range of transcript concentrations was microinjected in zygotes. A target site in the *opn4* gene was selected with a unique restriction recognition sequence, which is lost when a mutation is introduced. For genotyping, the target site was amplified with PCR followed by a restriction digest on the amplicon (Table EV2). PCR was performed on a dilution (20x) of 10 μg/ml of proteinase K‐treated (2 h at 60°C) tail fin clips or 2 dpf offspring with primers designed to bind in introns (or the 5'‐UTR) to specifically amplify genomic DNA. When the restriction recognition site in the amplicon was absent, the type of mutation was identified by sequencing. TALENs were selected that generate premature STOP codons which are transmitted through the germline. The DNA‐binding domains of these TALENs are presented in Table 1 and their RVD sequences in Table EV3.

### Transcriptome sequencing

Photobiology protocols were followed as previously described (Dekens *et al*, 2017). Animals were exposed to blue light (peak wavelength LED: ~470 nm, Fig EV3I) covering the spectral sensitivity of Melanopsin. With monochromatic light we aim to reduce the number of activated photoreceptors. Even though zebrafish exhibits multiple blue light photoreceptors, we may to some extent minimise the effect of redundant photoreceptors on the analysis of the phenotype (Ziv *et al*, 2007). In addition, applying monochromatic light when comparing different light intensities has the advantage that the observed effect can be solely attributed to the reduction of the light level instead of a change in the spectrum (Dekens *et al*, 2017). Mature wild‐type and *opn4* dko fish of the same strain and age were entrained to a blue LD 12:12 h regime for 14 days in a synchronisation instrument at constant temperature (28 ± 0.2°C), and subsequently anaesthetised between ZT4 and ZT6. After decapitation, the head was pinned on silicone in a Petri dish filled with PBS under blue light (LED connected to fibre optic of dissection scope). The eyes were removed by cutting the optic nerves with surgical scissors (Fine Science Tools, FST) and the brain was carefully removed after lifting the skullcap with surgical forceps (FST) and cutting the spinal cord. The brain was separated in an anterior and posterior part with a surgical blade. For each biological replicate, the same tissue parts of three individuals were pooled and frozen in liquid nitrogen to obtain sufficient mRNA. A total of three biological replicates were processed. RNA isolation for sequencing was executed according to a modified version of an existing protocol (Mortazavi *et al*, 2008; Schenk *et al*, 2019). Total RNA was isolated by adding RNAzol (Sigma‐Aldrich) and a steal bead to the frozen sample, followed by disruption in a bead mill for 3 min at 30 Hz (TissueLyser II, Qiagen) and extraction of total RNA (Direct‐zol RNA kit, Zymo Research). mRNA was isolated from total RNA by selective binding to oligo‐dT coupled beads (Dynabeads mRNA purification kit, Invitrogen) followed by washes and elution. To increase purity the eluate was bound, washed and eluted for a second round, and thereafter quality checked (Bioanalyzer RNA 6000 Pico assay, Agilent). Next, mRNA was fragmented for 3 min at 75°C (fragmentation reagents, Invitrogen) and the fragment size distribution was quality checked (Bioanalyzer RNA 6000 Pico assay, Agilent). Subsequently, the mRNA was transcribed (SuperScript VILO cDNA synthesis Kit, Invitrogen) and libraries were constructed (ultra II kit, NEB), followed by adding barcodes with PCR (multiplex sequencing). The samples were single read 100bp high throughput sequenced with the Illumina HiSeq 2500 v4 chemistry. Reads were mapped to the reference genome (assembly GRCz10.86) with NextGenMap software and the number of reads per transcript was counted with the featureCounts tool. To assign genes to pathways, the Ensembl IDs of the differentially expressed genes were converted to KEGG IDs (https://biodbnet‐abcc.ncifcrf.gov/db/db2db.php) and input into KEGG software (https://www.genome.jp/kegg/tool/map_pathway2.html), and Ensembl gene IDs were input into FuncAssociate software (http://llama.mshri.on.ca/funcassociate) to reveal gene ontology attributes.

### Quantitative PCR

For the first ~30 h of development, embryos were raised in an incubator under a white LD regime. Thereafter the larvae were divided over two synchronisation instruments (Dekens *et al*, 2017), one set at a medium and the other at a low intensity blue LD 12:12 h regime (Fig EV3I) and constant temperature (28 ± 0.2°C), or wild‐type and *opn4* dko were placed in the same synchronisation instrument under a medium blue LD regime. The ILT950 spectrometer (International Light Technologies) was applied for light measurements. On the 6^th^ dpf at ZT3, 9, 15 and 21, 12 biological replicates were harvested at each time point for both conditions and placed in liquid nitrogen. Each replicate consists of 10 whole larvae. To determine transcript levels in eyes and ophthalmectomised larvae separately, the larvae were euthanised on the 6^th^ dpf between ZT3 and ZT4 and pinned with 0.1 mm insect pins on silicone in a Petri dish filled with PBS. One pin was placed in the trunk and another between eye and brain, followed by removal of the eyes with surgical forceps (FST) under blue light. The eyes and ophthalmectomised larvae were pooled separately, and 10 larvae were sampled for each biological replicate. In all experiments, a total of 12 biological replicates were harvested for each wild‐type and *opn4* dko. qPCRs for eyes and ophthalmectomised larvae were performed using the same amount of cDNA transcribed from the same amount of total RNA. The transcript levels in the eyes were normalised by the ratio of the yield in total RNA between eye and ophthalmectomised larval extracts. For whole larvae, ophthalmectomised larvae, mature brain parts and eyes, total RNA was isolated as described for transcriptome sequencing. Next, genomic DNA was eliminated for 2 min at 42°C and 1 μg total RNA was transcribed for 30 min at 42°C using random hexamers (QuantiTect reverse transcriptase kit, Qiagen) followed by inactivation for 3 min at 95°C. ProbeFinder software from Roche was used to design primers (Table EV4) that bind to neighbouring exons spanning the exon–exon junction to avoid amplification of genomic DNA, and generate a short amplicon to increase the overall efficiency of amplification. Note that the applied *aanat2* forward and reverse primers do not target *aanat1*. qPCR was performed with SYBR^®^ Green PCR master mix (Applied Biosystems) and 500 nM final concentration of each primer in the StepOnePlus™ thermocycler from AB. Amplification was executed with the thermocycling protocol: 10 min at 95°C followed by 40 cycles of 15 sec denaturation/annealing at 95°C and 1 min extension at 60°C. All wild‐type and mutant biological replicates that were harvested at the same ZT time were analysed together on the same 96 well plate. For each sample, a technical replicate was included. To allow comparison between data sets, the threshold to determine the quantification cycle (Cq) was set at the same relative fluorescence units (RFU) for all reactions detecting a particular transcript and all qPCR plates were run on the same machine. After each run, the specificity of the qPCR was determined by dissociation curve analysis. The relative transcript level in each sample was determined by normalising to the *actb1* transcript level in that sample.

### Behaviour assay

For the first ~30 h of development, embryos were raised in an incubator under a white LD regime. Thereafter, the larvae were placed in the DanioVision^®^ automated observation chamber (Noldus) under a medium or low intensity blue LD 12:12 h regime with illumination from the top (Fig EV3I) and constant temperature (28°C). One larva was placed in each well (Ø35 mm wells, 8 ml of Aqua Condition Plus KH+ water) of a 6 well plate on the 1st dpf and entrained for 8 days. Note that small wells result in unreliable locomotor activity readout (Wolter & Svoboda, 2020). In each experiment, 3 wild‐type and 3 *opn4* dko larvae were placed next to each other. The larvae were recorded and tracked with EthoVision^®^ software during the 5^th^, 6^th^ and 7^th^ dpf. Their activity or velocity was measured as the rate of change of a larva's position in a unit time. The distance covered by a larva during 6 min was binned. Locomotor activity was measured of 18 larvae (biological replicates) from spawnings of different parents for each experiment. To determine if the activity of wild‐type and mutant larvae in the light or dark phase on a particular day shows a difference that is significant, we pooled all activity bins in the respective phase of each larva separately and then applied the test statistics on the data. The aggregated 12 h activity data of each larva on one particular day is in this case one single observation in the test statistics. As the consecutive days were analysed and presented separately, the assumption of independent identical observations is fulfiled. For the analysis of large‐angle turns, the distance covered in 6 sec was binned for each larva, and the mean distance covered of each larva over the last 6 min in the light phase was used as a baseline to calculate the displacement in the first 6 sec of that larva in darkness (Fig EV3A–F). For routine turns, the mean distance covered of each larva over the last 6 min in the light phase was used as a baseline to calculate the displacement of that larva above this level in the following 12 min of darkness (Fig EV3A–H).

### Test statistics

Statistical analysis of the transcriptome data was implemented with edgeR software (version3.9). For differential expression, edgeR applies an exact test analogous to Fisher’s exact (Fisher, 1922) with consideration of overdispersion and adjusts the *P*‐values for the expected proportion of type I errors (false discovery rate) with the Benjamini‐Hochberg procedure (Benjamini & Hochberg, 1995). The cutoff for differential expression was set at a significance level of α = 0.05. Fisher's exact test was applied to determine if the common differentially expressed genes among two data sets are shared due to coincidence or dependence (https://www.r‐project.org/). For analysis of behaviour and qPCR data, the distribution in a data set was calculated with the Shapiro–Wilk test (Shapiro & Wilk, 1965). For normally distributed data, the unpaired Student *t*‐test (Student, 1908) was applied. To determine if a significant difference between the variances of two normally distributed data sets exists, the *F*‐test was applied. When *H*_0_ is accepted (*P* > 0.05), a *t*‐test with equal variance was applied and when *H*_0_ is rejected, a *t*‐test with Welch's correction was applied (unequal variance). In all cases we analysed if there is a difference between the data sets (two‐tailed). Hypothetically one could apply for the locomotor activity a one‐tailed test, as the aggregated velocity in the light phase of a diurnal vertebrate can be assumed to be less when less photons are detected. In this case, the *P*‐values for locomotor activity in the wake state, which follows a normal distribution, are half of the stated *P*‐values in this report. To determine if the difference between the wild‐type and *opn4* dko locomotor activity is due to interindividual variability or the result of the phenotype, we calculated Cohen's effect size (*d*), which is a comparison of the difference between the means with the pooled standard deviation (Cohen, 1988). Note that this calculation of the effect size can only be applied on data that follows a normal distribution. Cohen defined descriptors for magnitude of effect size as medium: 0.5≤|*d*|≤0.8, or large: |*d*|>0.8. For non‐normally distributed data, the nonparametric Wilcoxon rank‐sum test/Mann–Whitney *U*‐test (Mann & Whitney, 1947) was applied. The latter distribution is indicated with *U*‐test in front of the stated *P*‐value. The significance level was set in all cases at α = 0.05, following standard practice in this field.

## Author contributions

**Marcus P S Dekens:** Conceptualization; Resources; Data curation; Formal analysis; Supervision; Funding acquisition; Validation; Investigation; Visualization; Methodology; Writing—original draft; Project administration; Writing—review & editing. **Bruno M Fontinha:** Investigation. **Miguel Gallach:** Formal analysis. **Sandra Pflügler:** Investigation. **Kristin Tessmar‐Raible:** Conceptualization; Resources; Supervision; Funding acquisition; Project administration; Writing—review & editing.

In addition to the CRediT author contributions listed above, the contributions in detail are:

MPSD and KT‐R conceived and designed the study. MPSD generated the *opn4* knockouts, conducted KEGG and GO analysis on the differentially expressed genes, executed the photobiology experiments and conducted quantitative and statistical analysis of gene expression and behaviour. MPSD and SP performed the *in situ* hybridisations on adult brains. MPSD and BMF executed the transcriptome sequencing in collaboration with the Vienna BioCenter Core Facilities (VBCF). MG processed the raw sequence data. MPSD wrote, and KT‐R reviewed the manuscript. All authors approved the manuscript.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

## Data Availability

RNA‐Seq data: NCBI Gene Expression Omnibus GSE189906 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189906).

# Supplementary material for: Melanopsin elevates locomotor activity during the wake state of the diurnal zebrafish
**Source:** EMBO Rep. 2022 Mar 1;23(5):e51528. doi: 10.15252/embr.202051528

# Table of contents

## Appendix Figure S1

Expression profiling reveals genes downstream of Melanopsin.

(A) Annotated heat map of all over- (red) and underexpressed (green) genes in the *opn4* dko anterior brain with 3 biological replicates for wild-type and 3 for the *opn4* dko. For significance testing an exact test analogous to Fisher's exact with consideration of overdispersion and adjusted p-values for the false discovery rate was applied. The cutoff for differential expression was set at a significance level of  $\alpha=0.05$ . Pathways indicated with a blue dot for phototransduction, red for metabolism, orange for melatonin synthesis, green for MAPK, and grey for cAMP signalling. Genes assigned to light-dependend processes (GO) are indicated with a double dagger. Homeobox genes are indicated with komejirushi (\*), genes with a function in the immune response with triangle, genes with a function in cell division with a circle and core clock genes with a square.

(B) Heat map of the differentially expressed genes in the *opn4* dko posterior brain.

(C) Heat map of the differentially expressed genes in the *opn4* dko eyes.

(D-V) Plots with read counts normalised to *actb1* for (D) *tph1a*, (E) *tph2*, (F) *aanat2*, (G) *otx5*, (H) *crx*, (I) *lhx4*, (J) *otx2*, (K) *mcm7*, (L) *cdk9*, (M) *caspb*, (N) *ly6pge*, (O) *pigr13.5*, (P) *mhc1uba*, (Q) *mhc1uka*, (R) *creb3l1*, (S) *cdk5*, (T) *rora*, (U) *per1a*, and (V) *per2*.

Data information: In D-V, blue markers indicate wild-type, grey markers indicate *opn4* dko and red bar indicates mean. Biological replicates are indicated with round, triangular, and square markers (n=3). Asterisks indicate significance ( $0.01 < p[*] < 0.05$ ,  $0.001 < p[**] < 0.01$ ,  $p[***] < 0.001$ , ns = not significant).

## Appendix Figure S2

*ddc* transcription in wild-type and *opn4* dko larvae.

The *ddc* transcription pattern is unchanged between wild-type and *opn4* dko, but the *ddc* expression level is affected in the *opn4* dko pineal. Dorsal and lateral view of each biological replicate from Figure 4N is shown. *ddc* is expressed in the epiphysis cerebri [E], pretectum [PT], diencephalic catecholaminergic cluster [DCA], raphe nuclei [RN], locus coeruleus [LC], area postrema [AP], and gut. Larvae were raised under a 12:12 hour LD regime and fixed on the 6th dpf at ZT4. Eyes were removed after completion of the *ish* for optimal visibility of expression in the brain.

**B**

overexpressed

underexpressed

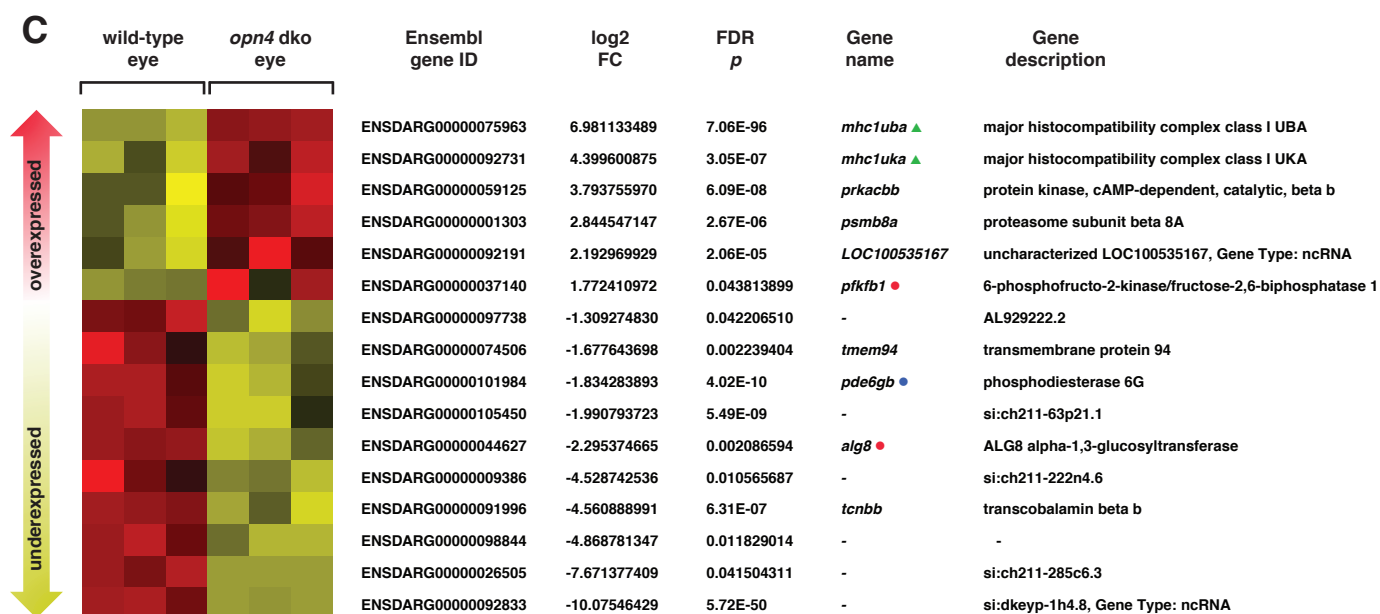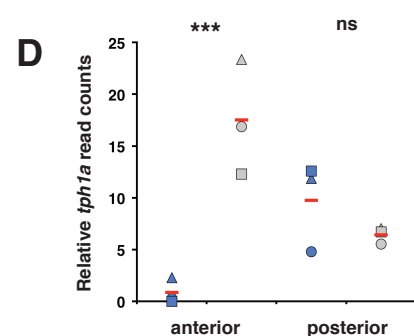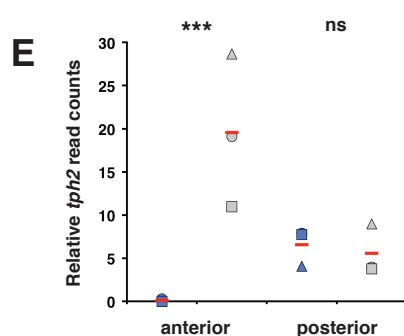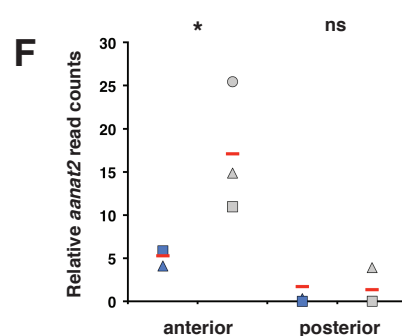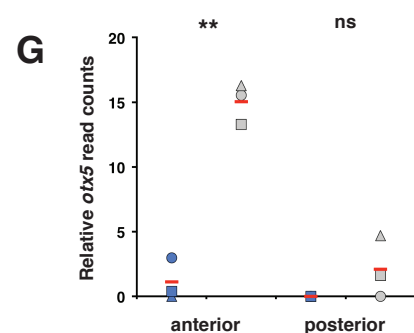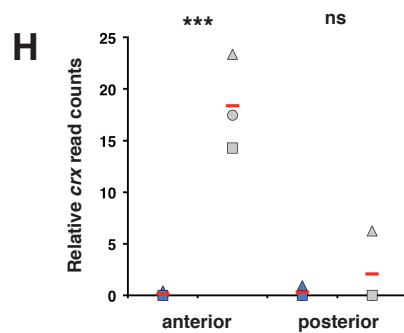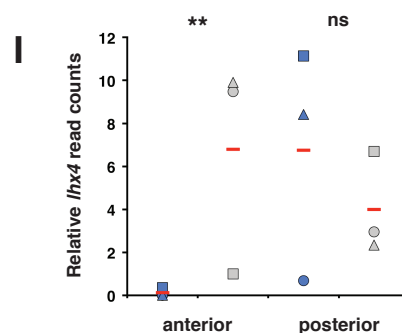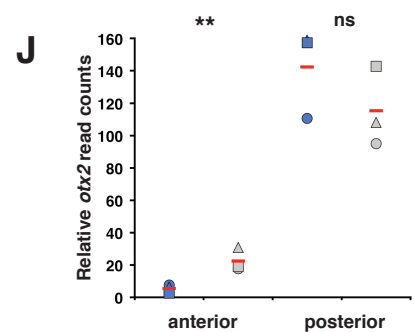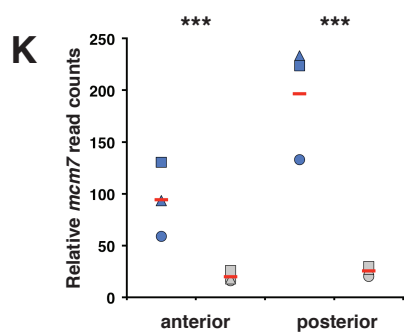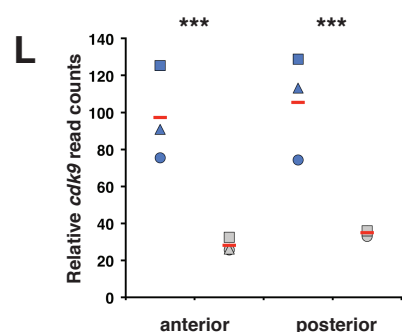

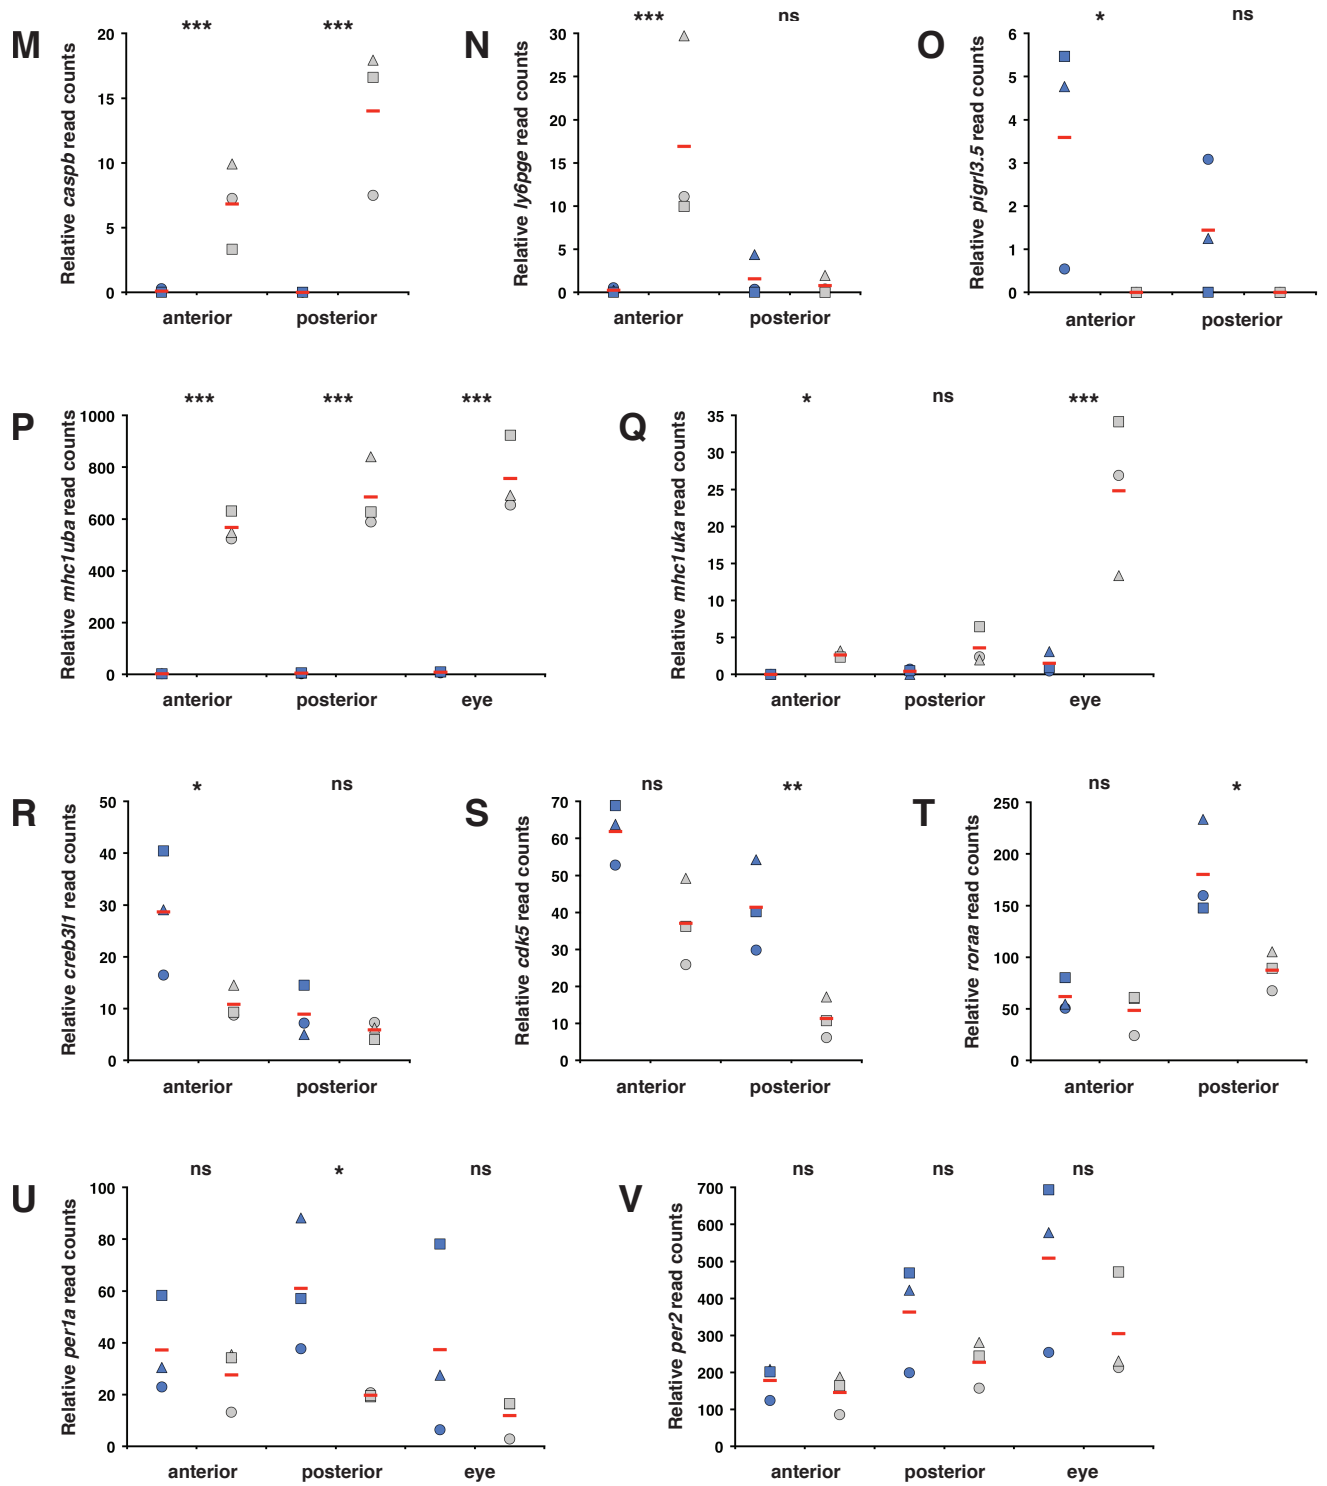

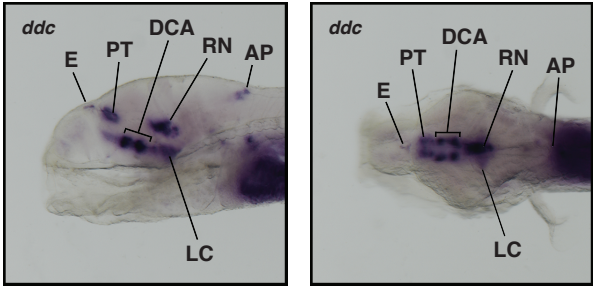

BR1

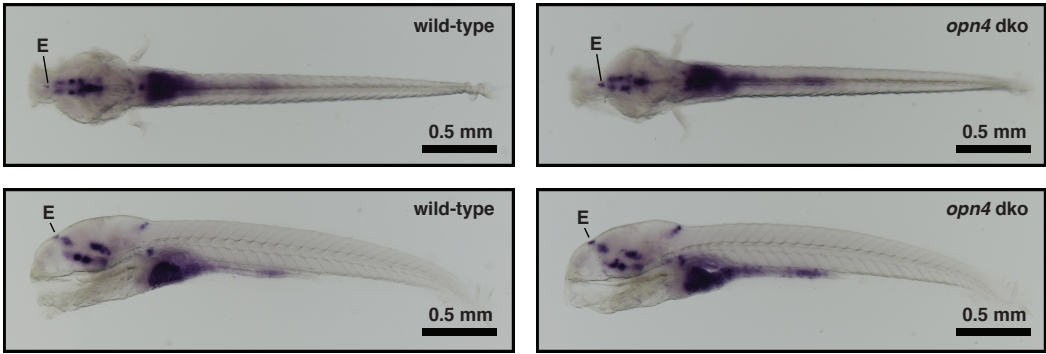

BR2

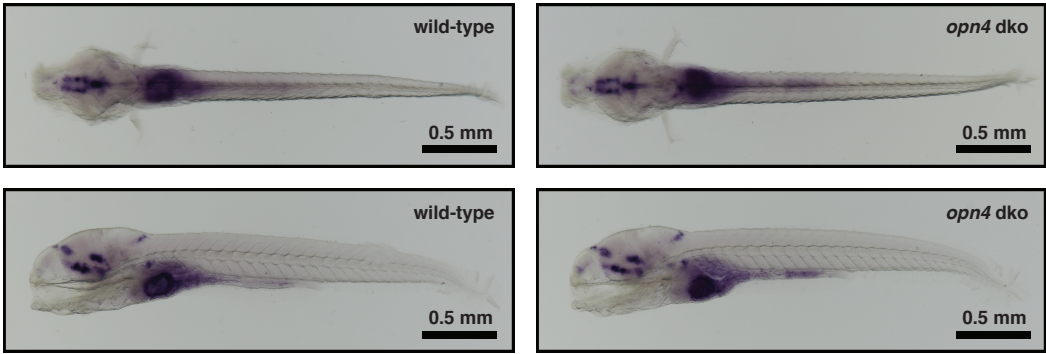

BR3

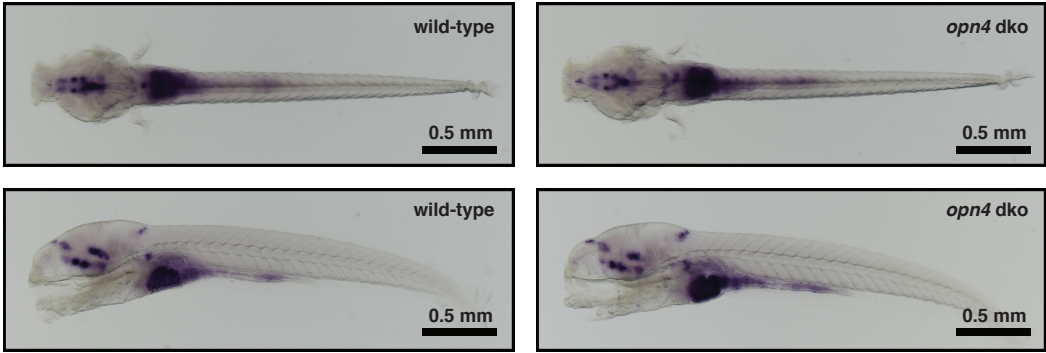

BR4

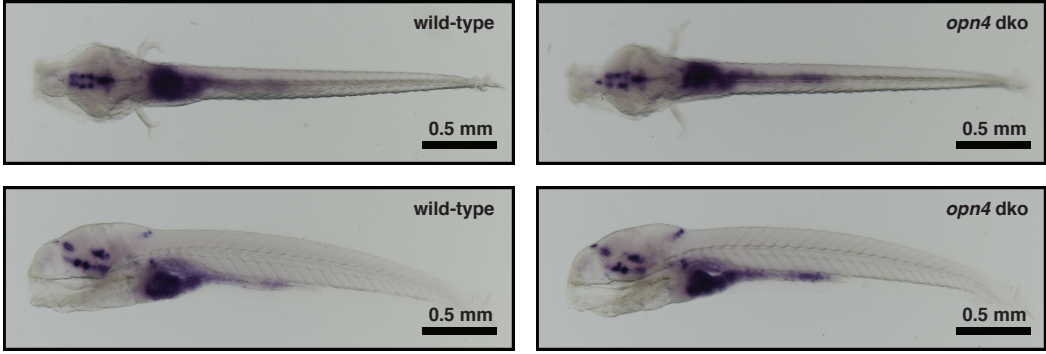

**BR5**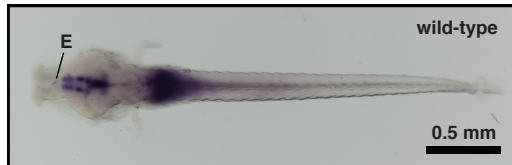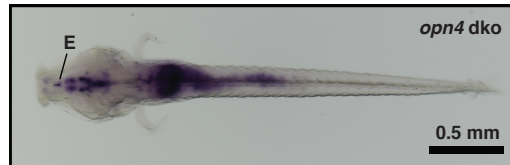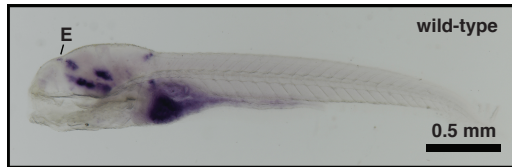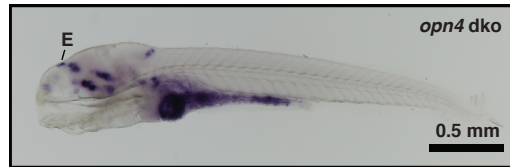**BR6**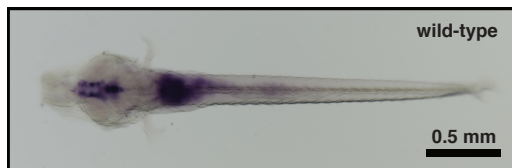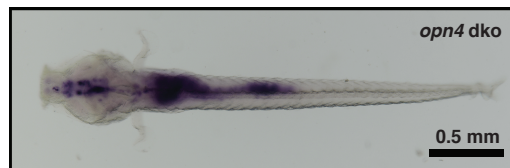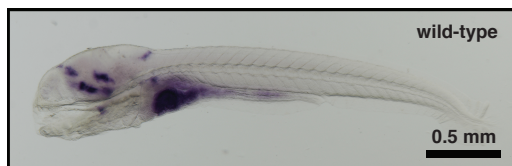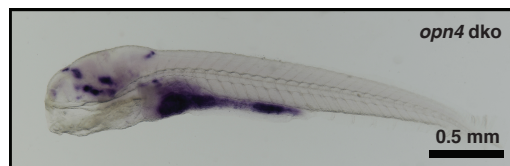**BR7**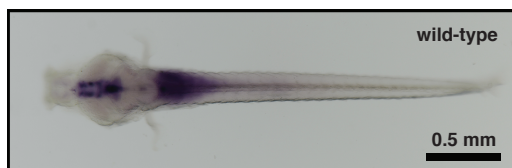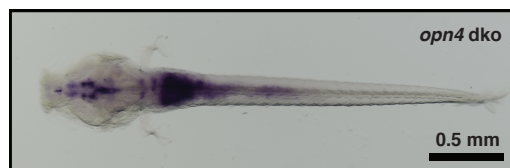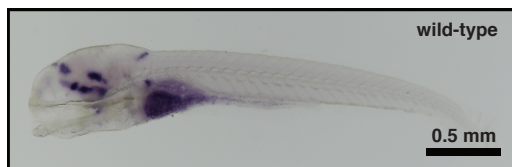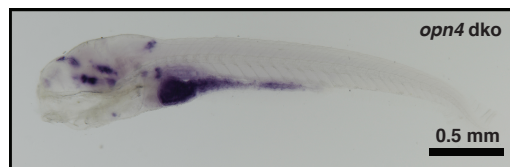**BR8**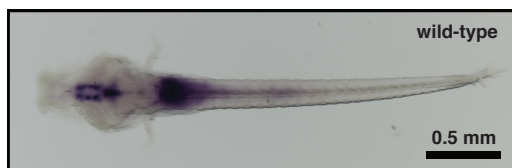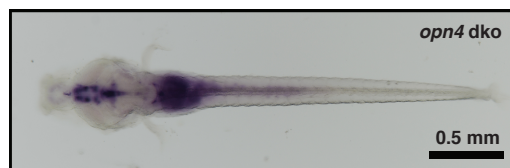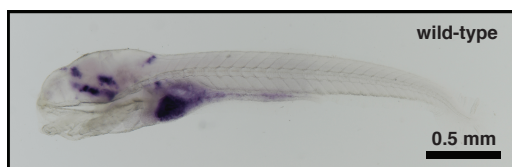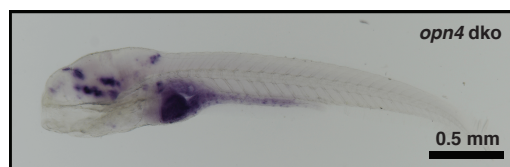

**Supplement:** Supplementary file 1 — Appendix

# Supplementary material for: Melanopsin elevates locomotor activity during the wake state of the diurnal zebrafish
**Source:** EMBO Rep. 2022 Mar 1;23(5):e51528. doi: 10.15252/embr.202051528
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

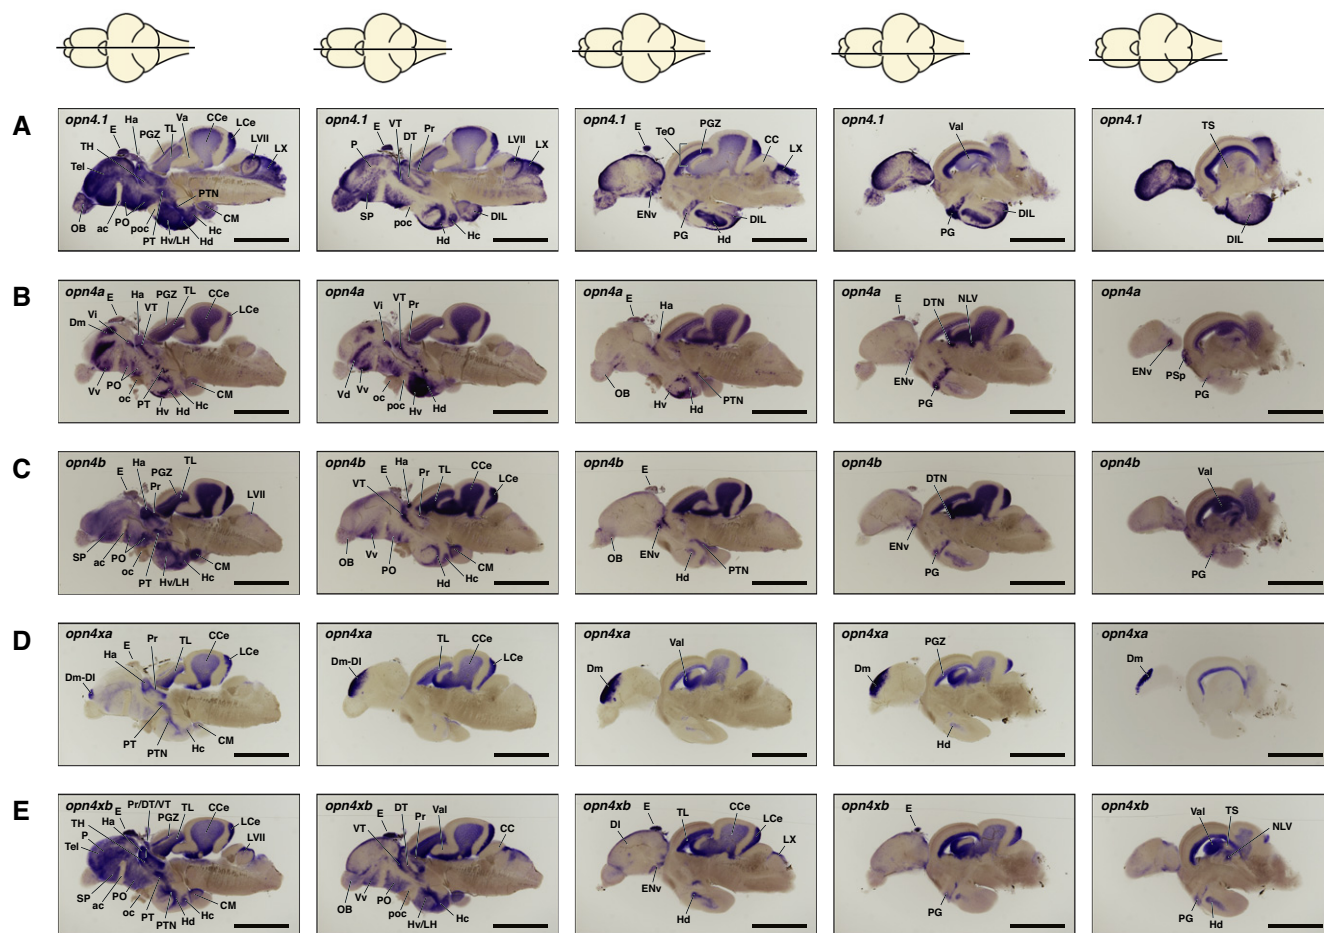

**Figure EV1. *ish*s on brain sections reveal broad expression of all five zebrafish melanopsins in the mature brain.**

(A–E) *opn4.1* (A) *opn4a* (B) *opn4b* (C) *opn4xa* (D) and *opn4xb* (E). A horizontal line through a representation of the brain, above the section, indicates the location of the section within the brain. The names and abbreviations of all brain domains in which *opn4* is expressed are listed in Table EV1. Note that the duration of the colorimetric development of the *ish*s presented in this figure is not exactly the same. Scale bar: 1.0 mm.

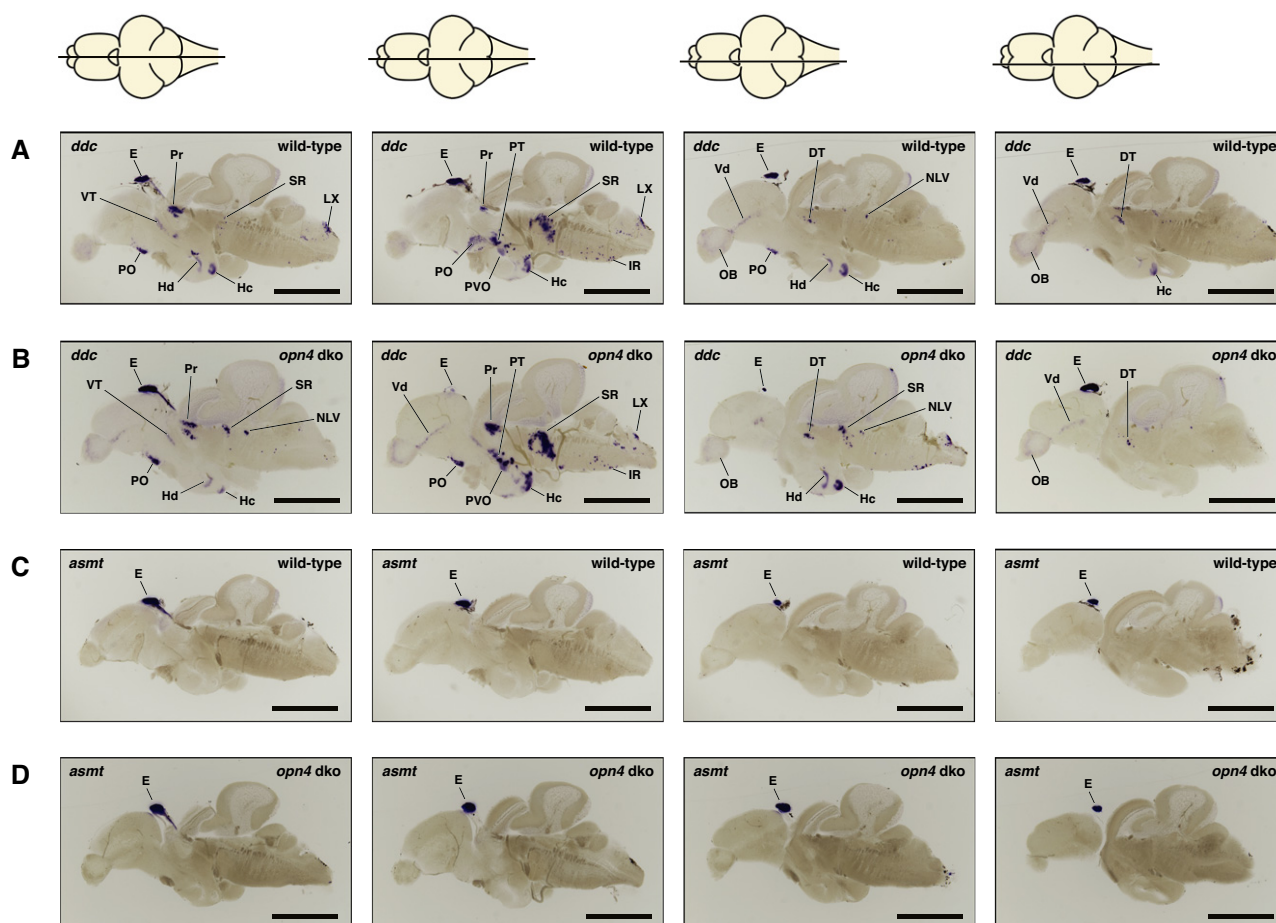

**Figure EV2. *ish* with *ddc* or *asmt* probe on *opn4* dko mature brains show wild-type expression patterns.**

A, B Same *ddc* expression pattern was observed in wild-type (A) and *opn4* dko (B) brains (pineal lost from the brain slices in (B) centre panels).

C, D *asmt* expression in wild-type (C) and *opn4* dko (D) adult brains show that *asmt* is not ectopically expressed. Thus, the higher *asmt* transcript level measured with qPCR in the *opn4* dko anterior brain can be attributed to the pineal.

Data information: The horizontal line through a representation of the brain, above the section, indicates the location of the section within the brain. Abbreviations: epiphysis cerebri (pineal) [E], caudal zone of periventricular hypothalamus [Hc], inferior raphe [IR], periventricular preteum [Pr], preoptic area [PO], posterior tuberculum [PT], paraventricular organ [PVO], suprachiasmatic nucleus [SCN], superior raphe [SR]. Note that the duration of the colorimetric development of the *ish*s in this figure is not exactly the same. Scale bar: 1.0 mm.

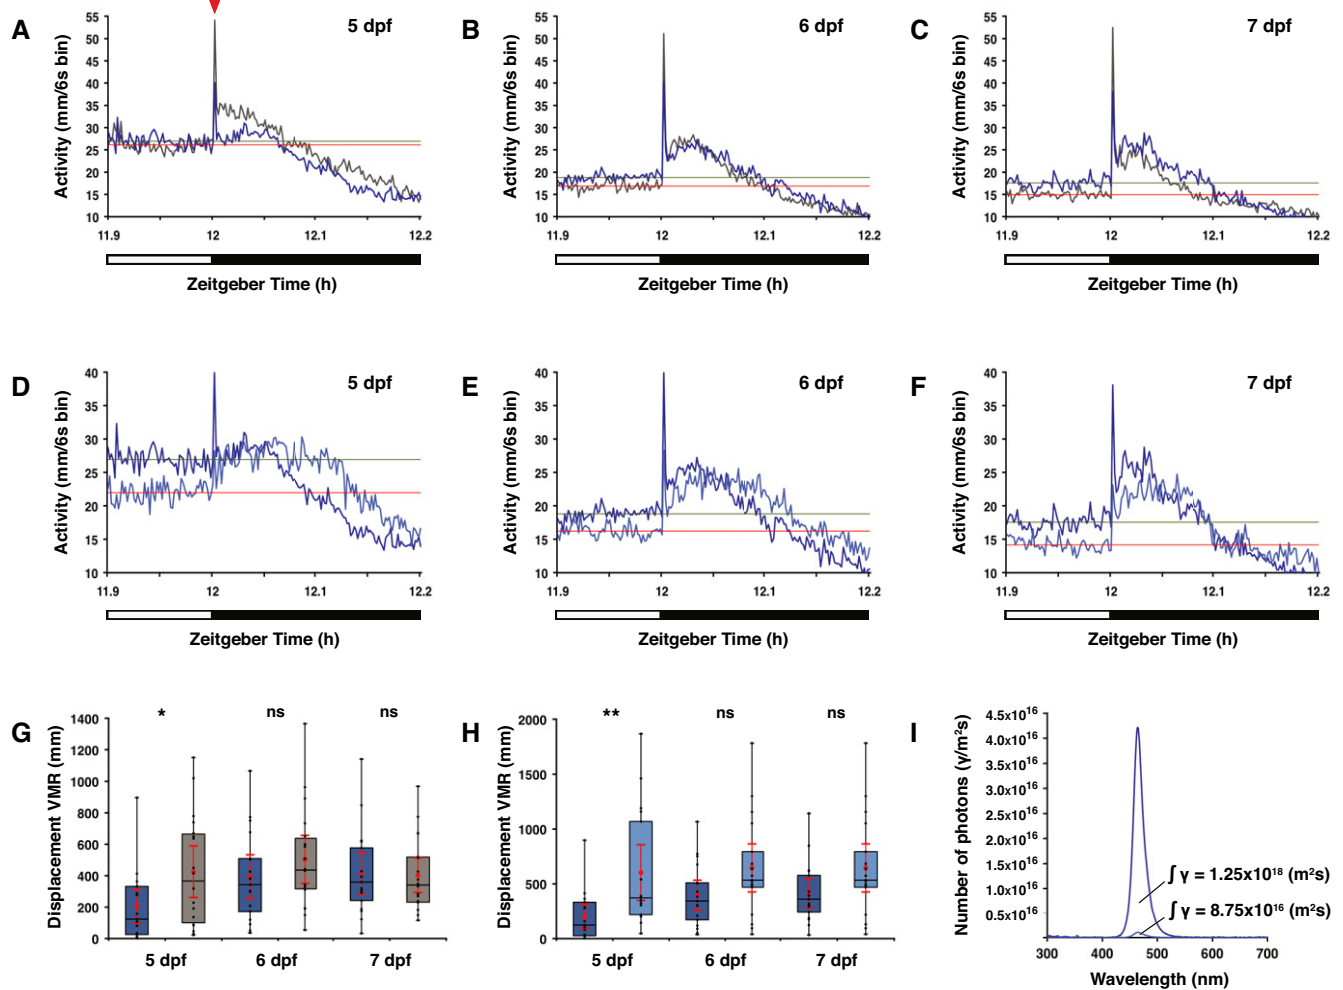

**Figure EV3. Overview of visual motor response (VMR) data.**

A–C Actograms show the mean activity of wild-type (dark blue line) and *open4* dko (grey line) under a medium intensity LD 12:12 h regime at the light to dark boundary on the (A) 5<sup>th</sup> dpf, (B) 6<sup>th</sup> dpf and (C) 7<sup>th</sup> dpf. O-bend spike indicated with red arrowhead. The bar under the chart indicates the last 6 min of the light phase and the first 12 min of the dark phase. Solely for estimation, the mean activity over the last 6 min in the light phase is plotted as a horizontal line for wild-type (green) and *open4* dko (red).

D–F Actogram shows mean activity of wild-type larvae under a medium (dark blue line) or low (light blue line) intensity LD 12:12 h regime at the light to dark boundary on the (D) 5<sup>th</sup> dpf, (E) 6<sup>th</sup> dpf and (F) 7<sup>th</sup> dpf. Solely for estimation, the mean activity over the last 6 min in the light phase is plotted as a horizontal line for larvae under medium light intensity (green) and low light intensity (red).

G *open4* dko larvae (grey box) show similar displacement in routine turns after transition from light to darkness as wild-type (blue box) on the 6<sup>th</sup> and 7<sup>th</sup> dpf, but not on the 5<sup>th</sup> dpf (*U*-test,  $P = 0.0413$ ). Note that displacement of each individual larva was calculated separately by comparison with its own baseline activity in the light phase. Thus the displacement of each larva on one particular day is in this case one single observation in the test statistics.

H Wild-type larvae show similar displacement in routine turns after transition from light to darkness under a low (light blue box) as under a medium (dark blue box) intensity LD regime on the 6<sup>th</sup> and 7<sup>th</sup> dpf, but not on the 5<sup>th</sup> dpf (*U*-test,  $P = 0.0029$ ).

I Plot of the photon flux at medium (dark blue line) and low (light blue line) light intensities. For biological processes, the photon flux has a higher relevance than the irradiance (power of electromagnetic radiation) because a photoreceptor is activated by a photon. The photon flux is defined as the number of photons (γ) per unit area (m²/s).

Data information: In (G) and (H), boxplot divides the data in quartiles: the box indicates the interquartile range, with the horizontal line in the box denoting the median of the data set, the whiskers extend to the minimum and maximum, and meet the box at the median of the lower (quartile 1) and median of the upper (quartile 3) half of the dataset. Black dots indicate biological replicates ( $n = 18$ ), the red dot indicates the mean, red error bars indicate the 95% confidence interval and asterisks indicate significance ( $0.001 < P(**) < 0.01$ ,  $P(***) < 0.001$ , ns = not significant).

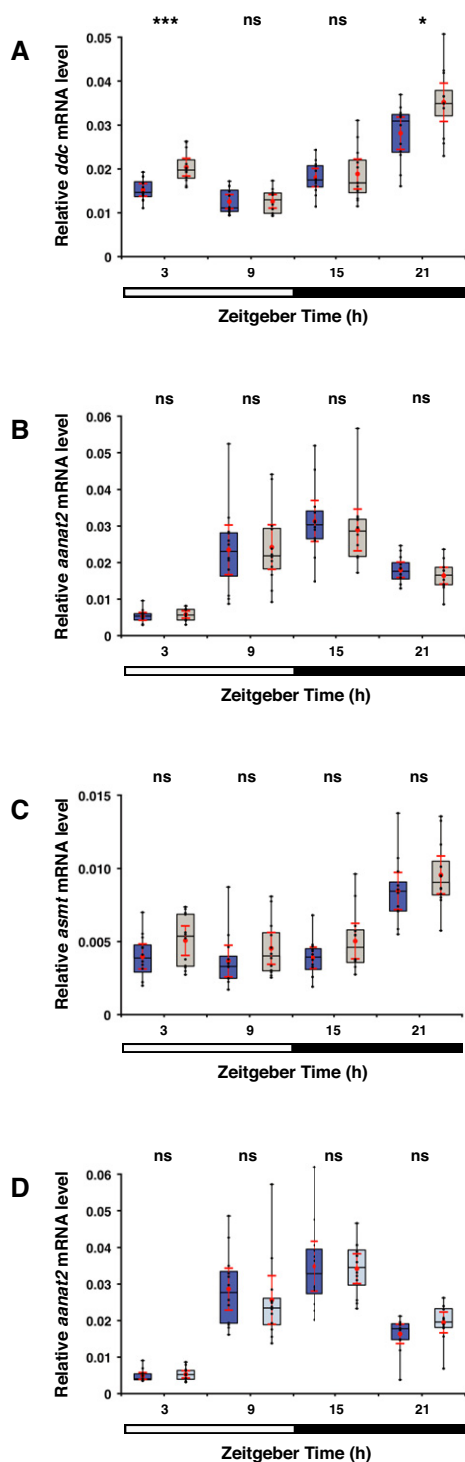

**Figure EV4. Expression of genes encoding melatonin synthesis enzymes on the 6<sup>th</sup> dpf.**

A Box plot shows significant higher *ddc* mRNA levels measured by qPCR in whole *opn4* dko larvae (grey box) at ZT3 and ZT21 ( $P = 0.0240$ ) than in wild-type (blue box). Bar under the chart indicates the 12:12 h LD interval.

B As in (A) for the *aanat2* mRNA level, shows no significant difference between wild-type and *opn4* dko whole larvae.

C As in (A) for the *asmt* mRNA level, shows no significant difference between wild-type and *opn4* dko whole larvae.

D Box plot shows *aanat2* mRNA. The difference in mRNA levels between wild-type larvae under a medium (dark blue box) or low (light blue box) intensity LD regime is not significant (ZT21:  $U$ -test,  $P = 0.0684$ ).

Data information: boxplot divides the data in quartiles: the box indicates the interquartile range, with the horizontal line in the box denoting the median of the data set, the whiskers extend to the minimum and maximum, and meet the box at the median of the lower (quartile 1) and median of the upper (quartile 3) half of the dataset. Black dots indicate biological replicates ( $n = 12$ ), the red dot indicates the mean, red error bars indicate the confidence interval (95%), asterisks indicate significance ( $0.001 < P^{**} < 0.01$ ,  $P^{***} < 0.001$ , ns = not significant).

# Supplementary material for: Melanopsin elevates locomotor activity during the wake state of the diurnal zebrafish
**Source:** EMBO Rep. 2022 Mar 1;23(5):e51528. doi: 10.15252/embr.202051528
**Supplement:** Supplementary file 3 — Table EV1

###### Table EV1. *melanopsin* expression domains in the adult zebrafish brain

| **Gene Name1** | **Brain Domains2** | **Ensembl ID*** |
| --- | --- | --- |
| ***opn4.1***  (*opn4m2,*  *opn4l,*  *opn4c*) | ****cerebellum (Ce: CCe?, LCe?, Val), mammillary body (CM), diffuse nucleus of the inferior lobe (DIL), epiphysis /pineal (E), entopeduncular nucleus ventral part (ENv), habenula (Ha)?, periventricular hypothalamus (H: Hc, Hd, Hv), lateral hypothalamic nucleus (LH), facial lobe (LVII), vagal lobe (LX), olfactory bulb (OB), pallium (P: Dl, Dm, Dp), preglomerular area (PG), periventricular grey zone of optic tectum (PGZ)?, preoptic area (PO: PPa PPp SC), periventricular pretectum (Pr), posterior tuberculum (PT), posterior tuberal nucleus (PTN), subpallium (SP: Vc, Vd, Vi, Vl, Vp, Vv), telencephalon (Tel), thalamus (Th: DT,VT), tuberal hypothalamus (TH), longitudinal torus (TL)? | **ENSDARG00000007553** **** |
| ***opn4a***  (*opn4m1*) | ****cerebellum (Ce: CCe?, LCe?), mammillary body (CM), dorsal tegmental nucleus (DTN), entopeduncular nucleus ventral part (ENv), habenula (Ha)?, periventricular hypothalamus (H: Hc, Hd, Hv), nucleus lateralis valvulae (NLV), olfactory bulb (OB: ICL), pallium (P: Dp), preglomerular area (PG), periventricular grey zone of optic tectum (PGZ)?, preoptic area (PO, SC), periventricular pretectum (Pr), parvocellular superficial pretectal nucleus (PSp), posterior tuberculum (PT), posterior tuberal nucleus (PTN), subpallium (SP: Vc, Vd, Vv, Vi), thalamus (Th: VT), longitudinal torus (TL)?, lateral torus (TLa) | **ENSDARG00000022098** |
| ***opn4b***   (*opn4m3,*  *opn4l2*) | ****cerebellum (Ce: CCe?, LCe?, Val), mammillary body (CM), dorsal tegmental nucleus (DTN), entopeduncular nucleus ventral part (ENv), habenula (Ha)?, periventricular hypothalamus (H: Hc, Hd, Hv), lateral hypothalamic nucleus (LH), facial lobe (LVII), nucleus lateralis valvulae (NLV), olfactory bulb (OB: GL), pallium (P: Dc, Dl, Dm, Dp), preglomerular area (PG), periventricular grey zone of optic tectum (PGZ)?, perilemniscal nucleus (PL), preoptic area (PO: PPa, PPp, SC), periventricular pretectum (Pr), posterior tuberculum (PT: PVO, TPp), posterior tuberal nucleus (PTN), subpallium (SP: Vc, Vd, Vi, Vl, Vp, Vv), thalamus (Th: DT,VT), semicircular torus (TS), longitudinal torus (TL)?, lateral torus (TLa) | ENSDARG00000053929**** |
| ***opn4xa***  (*opn4x-1*) | ****cerebellum (Ce: CCe?, LCe?, Val), mammillary body (CM), entopeduncular nucleus ventral part (ENv), habenula (Ha)?, periventricular hypothalamus (H: Hc, Hd), pallium (P: Dl, Dm), preglomerular area (PG), periventricular grey zone of optic tectum (PGZ)?, periventricular pretectum (Pr), posterior tuberculum (PT: PVO, TPp), posterior tuberal nucleus (PTN), thalamus (Th: DT), longitudinal torus (TL)? | ENSDARG00000079129**** |
| ***opn4xb***  (*opn4x-2,*  *opn4x1*) | ****cerebellum (Ce: CCe?, LCe?, Val), mammillary body (CM), epiphysis /pineal (E), entopeduncular nucleus ventral part (ENv), habenula (Ha)?, periventricular hypothalamus (H: Hc, Hd, Hv), lateral hypothalamic nucleus (LH), facial lobe (LVII), vagal lobe (LX), nucleus lateralis valvulae (NLV), olfactory bulb (OB, ICL), pallium (P: Dl, Dm, Dp), preglomerular area (PG), periventricular grey zone of optic tectum (PGZ)?, preoptic area (PO: PPa, PPp, SC), periventricular pretectum (Pr), posterior tuberculum (PT: TPp, PVO), posterior tuberal nucleus (PTN), subpallium (SP: Vc, Vd, Vi, Vl, Vp, Vs, Vv), telencephalon (Tel), thalamus (Th: DT,VT), tuberal hypothalamus (TH), longitudinal torus (TL)?, semicircular torus (TS) | ENSDARG00000103259**** |

1) Synonyms within parentheses (www.ensembl.org).

2) Terminology from Neuroanatomy of the Zebrafish Brain by Wullimann *et al*. Expression domains based on *in situs* on coronal and sagittal sections. Additional abbreviations: cerebellar corpus (CCe), central zone of dorsal telencephalic area (Dc), lateral zone of dorsal telencephalic area (Dl), medial zone of the dorsal telencephalic area (Dm), posterior zone of dorsal telencephalic area (Dp), dorsal thalamus (DT), glomerular layer of olfactory bulb (GL), inner cell layer of olfactory bulb (ICL), caudal lobe of cerebellum (LCe), parvocellular preoptic nucleus anterior part (PPa), parvocellular preoptic nucleus posterior part (PPp), paraventricular organ (PVO), suprachiasmatic nucleus (SC), periventricular nucleus of posterior tuberculum (TPp), lateral division of valvula cerebelli (Val), central nucleus of ventral telencephalic area (Vc), dorsal nucleus of ventral telencephalic area (Vd), intermediate nucleus of ventral telencephalic area (Vi), lateral nucleus of ventral telencephalic area (Vl), postcommissural nucleus of ventral telencephalic area (Vp), ventral thalamus (VT), ventral nucleus of ventral telencephalic area (Vv). ? = Background detected in sense control after prolonged colorimetric development of immunoassay. Note that *opn4a* and *opn4b* may also be expressed at low levels in the pineal, but due to moderately higher background levels in the pineal low expression therein cannot reliably be determined.

# Supplementary material for: Melanopsin elevates locomotor activity during the wake state of the diurnal zebrafish
**Source:** EMBO Rep. 2022 Mar 1;23(5):e51528. doi: 10.15252/embr.202051528
**Supplement:** Supplementary file 4 — Table EV2

| **Ensembl IDc** | Genec | Endonucleasec | **Forward Primerc** | **Reverse Primerc** |
| --- | --- | --- | --- | --- |
| ENSDARG00000007553 | *opn4.1* | BsgI | ggccaagctttagagtacttactga | ggctccggcagaatacatag |
| ENSDARG00000103259 | *opn4xb* | EcoNI | gcgtcaaagcatgattgttc | cactttctggaaacgatctttgc |

###### Table EV2. PCR primers and restriction endonucleases for genotyping *opn4* mutants 1

1) Genotyping primers were designed to amplify genomic DNA (bind intron and 5'-UTR sequences) containing the target site of the TALENs. A target site with a unique restriction recognition sequence was selected, which is lost when a mutation is introduced. The amplicon is digested with the indicated restriction endonuclease to identify the mutant.

# Supplementary material for: Melanopsin elevates locomotor activity during the wake state of the diurnal zebrafish
**Source:** EMBO Rep. 2022 Mar 1;23(5):e51528. doi: 10.15252/embr.202051528
**Supplement:** Supplementary file 5 — Table EV3

###### Table EV3. Repeat Variable Diresidue sequences of the TALEs 1

| **Ensembl ID** | **Gene** | **TAL1 RVDs** | **TAL2 RVDs** |
| --- | --- | --- | --- |
| ENSDARG00000007553 | *opn4.1* | HD NI HD NG NN NG NN HD HD HD HD NG NN NN NI NN NI HD NI NG | NG HD HD HD NI NI NI NN NI NG NG HD HD NG NG NI NI NI NN |
| ENSDARG00000103259 | *opn4xb* | HD NG HD HD NI NI NG HD NG NG HD NG NG HD NI NG HD NI | NG HD NG HD HD NI NI NI HD NI NG HD HD NI HD NG |

1) TALEs that bind to the *opn4* domains presented in Table 1.

# Supplementary material for: Melanopsin elevates locomotor activity during the wake state of the diurnal zebrafish
**Source:** EMBO Rep. 2022 Mar 1;23(5):e51528. doi: 10.15252/embr.202051528
**Supplement:** Supplementary file 6 — Table EV4

###### Table EV4. Exon junction crossing primers for quantitative PCR 1

| **Ensembl ID** | **Gene** | **Name** | **Forward primer** | **Tm (**°**C)** | **Reverse primer** | **Tm (**°**C)** | **Size (bp)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ENSDARG00000079802 | *aanat2* | *arylalkylamine N-acetyltransferase 2* | ctggtggccttcatcattg | 60.1 | agagtccggcacgtgtgt | 60.3 | 81 |
| ENSDARG00000037746 | *actb1* | *actin beta 1* | tcactccccttgttcacaataa | 59.5 | ggcagcgatttcctcatc | 59.3 | 60 |
| ENSDARG00000035732 | *arntl1b* | *aryl hydrocarbon receptor nuclear translocator* | gaccgggacagtatggacac | 60.2 | gtgagcctctcttgcgttct | 59.8 | 81 |
| ENSDARG00000098249 | *asmt* | *acetylserotonin O-methyltransferase* | accagtcctgtagaccaggtg | 59.1 | gtcagaggaccagagtcatcc | 58.7 | 76 |
| ENSDARG00000011703 | *clk1a* | *clock circadian regulator a* | tcggaaactttaagtccctcaa | 60.1 | cactccctcaaagccgttt | 60.2 | 62 |
| ENSDARG00000016494 | *ddc* | *dopa decarboxylase* | gacatactgtgtggagccattg | 60.4 | gctccgtacaggcaggact | 60.4 | 67 |
| ENSDARG00000056885 | *per1a* | *period circadian clock 1a* | ggtcctcctgtgctggaac | 60.7 | ccggcaaaacattgactttt | 60.0 | 65 |
| ENSDARG00000034503 | *per2* | *period circadian clock 2* | ccaacgtggacgaagatgta | 59.6 | agcaccttctggatgtctcg | 60.4 | 64 |

1) ProbeFinder software from Roche's Universal ProbeLibrary Assay Design was used to design primers that bind to neighbouring exons spanning the exon-exon junction to avoid amplification of genomic DNA, and generate a small amplicon which increases the overall efficiency of amplification. The specificity of the qPCR was confirmed by dissociation curve analysis.

How the deposited data were processed for this re-analysis (not part of the article)

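The libraries were made from eyes, anterior brains and posterior brains of wild-type and opn4 dko zebrafish, with 3 biological replicates for each tissue and genotype and tissue from 3 fish pooled in each replicate. The table holds read counts that the authors made by mapping reads of 100 bp with HISAT to the GRCz10 genome and counting them with featureCounts over whole gene bodies of Ensembl release 86, by strand and at a mapping quality of at least 20. It was deposited as raw counts of 31624 genes in 18 libraries, with no normalisation and no filter, and 23818 of the genes have at least 1 count. The deposited commands and the methods of the paper name different mappers (HISAT and NextGenMap), and reads were not mapped again here. The 2862 counts that could be compared with the paper's Source Data were equal. Libraries were matched to tissue, genotype and replicate by the names in the table, the sample labels and the order of replicates in the deposited commands, never by their values.

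Differential expression was computed with edgeR 4.0.16 in R 4.3.3. For each tissue a fit was made of its 3 wild-type and 3 opn4 dko libraries, with TMM normalisation, genes kept by filterByExpr (minimum count 10, minimum total count 15), a prior count of 0.125 and the quasi-likelihood F-test. The Benjamini-Hochberg adjusted p-value (FDR) had to be below 0.05. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. The difference between genotype effects in different tissues was tested as an interaction in a fit of all 18 libraries in 6 groups. Overlap between tissues was tested with a one-sided Fisher's exact test on the genes tested in both. Levels were computed as edgeR's CPM with TMM library sizes, and as reads per 1000 actb1 reads, with a two-sided exact permutation test of the difference in means. A genotype whose libraries all had at most 3 counts of a gene was set to 3 counts, and the fold change is then a lower bound.

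Library totals ranged from 2186877 to 6946549 counts, so that 3 counts correspond to between 0.432 and 1.37 CPM. Genes with few reads are therefore known only as bounds, and the wild-type eye libraries had the lowest totals. The procedure was tested on simulated data, in which 200 genes were changed by a log2 fold change of about 2. They were drawn from the better counted of the genes kept by the filter, and each rate rests on a single draw. The recovered shares therefore do not cover genes near 0 in a genotype. The quasi-likelihood test recovered 85.5% of them in the anterior brain, 79.5% in the posterior brain and 59% in the eye, and 4.47%, 3.05% and 4.07% of its calls were false. With no change simulated it called 0, 1 and 0 genes. False calls made up 8.29%, 4.60% and 14.3% with the exact test, and 9.74%, 7.78% and 19.1% with DESeq2. For the interaction 46% and 49.5% were recovered for the anterior brain against the posterior brain and the eye, with 3.16% and 20.2% false calls, so that the false share of the latter lay above the FDR of 0.05.

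The named genes were set by a rule made before the data were examined: the melanopsin genes, the genes the paper names for these libraries, the genes of marker lists, and in each tissue the 3 genes with the largest rise and the 3 with the largest fall among those past the cutoff that had at least 10 counts in each library of the higher genotype, did not overlap between genotypes and had a symbol. The marker lists were written for pineal, retina, lens, habenula, hypothalamus, pituitary and raphe. Gene symbols came from the paper's Source Data and tables and from a table of Ensembl identifiers. The gene MRC1 was paired with the paper's mrc1 by its symbol alone, and the Source Data does not list its identifier as significant in the anterior brain.

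Alternatives were the edgeR exact test, DESeq2 1.42.0, RLE, upper quartile and actb1 scaling, no filter, at least 10 counts in every library, a fit of all 18 libraries, the replicate number as a block, an FDR of 0.01, an absolute log2 fold change of at least 1, each library left out in turn, every gene with a count as the background of overlaps, overlap in the same direction only, and a prior count of 2. The deposited edgeR code (genes above 1 CPM in at least 2 libraries, TMM, common and tagwise dispersion, exact test) was added after seeing the data. The KEGG and GO analyses, the qPCR, the in situ hybridisations and the behaviour were not analysed here.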

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

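The tests of how pineal transcripts in the posterior brain vary between pools, of pineal tissue in the posterior part of wild-type pools, and of the positions of the genes called in the anterior brain were chosen only after the results were seen. So were the limits that decide the retinal, MHC class I and pineal content tests, and the window of 10 rows for gene positions. The wider window around the opn4.1 and opn4xb loci was added after the test of the nearest genes. How the linkage test was read was also decided after its result.

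A difference between tissues drew attention to the genotype effects. Between the anterior and posterior brain 1 gene passed the interaction test (STX3, log2 difference 7.40, FDR = 0.0173, edgeR quasi-likelihood test), and 559 genes did at an unadjusted p of 0.05. Of 100 regroupings of the 18 libraries, the real one included, 13 gave as many genes. Libraries were regrouped in each tissue separately, which can turn an effect shared by the tissues into a difference between them. The shares of regroupings are therefore not a clean test of the interaction. Without opn4 dko replicate 3 the number was 0 and without wild-type replicate 1 or 2 it was 3, so a difference between the brain parts is not established. Between the anterior brain and the eye 64 genes passed, 60 with the larger value in the anterior brain, and 2 of 100 regroupings, the real one included, gave as many. Without wild-type replicate 2 the number was 23 and without opn4 dko replicate 1 it was 34. Between the posterior brain and the eye 0 genes passed (1091 at an unadjusted p of 0.05), and 100 of the 100 regroupings gave at least as many, as a count of 0 makes certain.

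Of the 33 pineal and light genes, 25 differed in effect between the anterior brain and the eye, all of them with the larger rise in the anterior brain. Their choice from the same anterior brain libraries favours this direction, and 20.2% of the calls of this contrast were false in simulated data. The gene pde6gb was higher in the 3 opn4 dko anterior brain libraries and lower in the 3 opn4 dko eye libraries (1507 ± 146 CPM in wild-type and 420.1 ± 82.9 in opn4 dko eyes, log2 fold change -1.84, FDR = 0.00602, edgeR quasi-likelihood test), and its effects differed by 5.26 on the log2 scale. The eye call was lost without wild-type replicate 2 or opn4 dko replicate 2.

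Several technical explanations for the rise of pineal and photoreceptor genes in the opn4 dko anterior brain were weighed. Retinal tissue in these pools would bring opsin transcripts, and the opsin counts reached at most 0.129% of the number that the saga count would need at the ratio found in the eye libraries. Normalisation moved the median log2 fold change of the listed genes by at most 0.0331. Pineal tissue misplaced into the posterior part of the wild-type pools would leave its transcripts there, but 6 pineal genes (asmt, saga, gnat1, crx, otx5, gngt1, chosen from the pattern itself) summed in the wild-type posterior brain to 0.661% of the opn4 dko anterior brain.

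Other explanations remain open. Less pineal tissue in the wild-type than in the opn4 dko anterior brain pools could give the same pattern: the same 6 genes sum to at most 4.69 CPM in each of the 6 wild-type brain libraries, and to between 5.20 and 136.0 CPM in the opn4 dko posterior brain libraries. Not every listed gene was so low in wild-type. The gene aanat2, which the paper states is restricted to the pineal, had 22, 18 and 16 reads in the wild-type anterior brain and 172, 42 and 33 in opn4 dko (3.90 ± 1.17 and 14.0 ± 9.44 CPM, SD, n = 3), while the sum of the 6 genes in wild-type was 1.14% of that in opn4 dko. A difference in the amount of pineal tissue alone would lower all transcripts of the gland alike, and aanat2 is not the only gene that departs from this. Wild-type and opn4 dko anterior brains had 4.22 and 16.7 CPM of otx2, 3.12 and 16.1 of gucy2d, 13.5 and 72.2 of stra6, 13.5 and 91.7 of rpe65a, 4.66 and 31.6 of ddc, and 1.39 and 3.92 of bsx. These rows would speak against the amount of tissue as the whole cause if their reads came from the pineal only. In the wild-type posterior brain, however, the 6 genes sum to a mean of 1.89 CPM. There were 93.2 CPM of otx2 there, 10.6 of stra6, 6.37 of rpe65a, 20.3 of ddc and 4.13 of bsx. Reads from other cells could therefore raise the wild-type level of these genes. This is less clear for gucy2d (2.19 CPM there, from 22, 3 and 0 reads) and aanat2 (1.34 ± 2.16, from 14, 1 and 0 reads). The wild-type eye had 177.9 CPM of aanat2, but the wild-type anterior brain had only 5, 1 and 0 reads of the opsin opn1sw2. The level of aanat2 thus speaks against the amount of tissue as the whole cause, but it is a single gene with few reads. The rows leave the question open. The test planned for this, on 4 pineal markers outside the paper's lists, was void because the symbol of only 1 of them could be matched to an identifier. In its place, genes high in opn4 dko posterior brain replicates 2 and 3 and low in replicate 1, and not named by the paper, were followed into the anterior brain, where 17.7% were over 2-fold higher in opn4 dko. With the roles of replicates 2 and 3 swapped the value was 17.9%, and with the low role given to replicate 2 or 3 it was 8.61% to 10.5%. The limit for this test was over 2 times the highest of the latter values, and it was not reached. The swapped roles keep the same low replicate and are no independent support. Whether further genes travel with the pineal transcripts was therefore not decided, nor whether the amount of tissue or its expression differed. A different plane of section between the brain parts was tested on markers of habenula, hypothalamus and raphe, of which 1 list (raphe, with tph2 among its 2 tested genes) moved in opposite directions in the brain parts, which does not decide the question. A change of expression within the pineal of opn4 dko fish, as the paper proposes, is the biological explanation that the design names. Pineal content and pineal expression cannot be told apart in these libraries, because no tissue amount was measured and each genotype has 3 pools. The paper has other evidence, which was not analysed here. By qPCR it reports more ddc and asmt in a repeated set of opn4 dko anterior brains. In larvae without eyes, whose brains were not cut, it reports more asmt. It also reports a stronger ddc signal in the opn4 dko larval pineal, but similar aanat2 levels in whole larvae.

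Genes outside those the paper discusses gave some of the largest changes. The gene glmnb was at least 20.7-fold higher in opn4 dko in the anterior brain (0, 0 and 0 reads against 93, 62 and 46), and VWA5A at least 13.8-fold lower, a call lost without wild-type replicate 3. Also lower there were ptk2ba (log2 fold change -3.88, FDR = 5.80e-05, edgeR quasi-likelihood test) and si:ch211-220f12.4 (-3.77, FDR = 9.62e-06, same test), which the paper's sheet of common genes lists as bend7. Posterior brains had at least 10.6-fold higher si:dkey-16p6.1 in opn4 dko, a call lost without wild-type replicate 2 or opn4 dko replicate 1 or 3, and ptk2ba (log2 fold change -2.91), ACY1 (-3.20) and si:ch211-201o1.1 (-4.10) were lower. Of the 6 fits that each left out a library, the call of ptk2ba in the posterior brain was kept only without wild-type replicate 1 or opn4 dko replicate 1, and that of si:ch211-201o1.1 only without opn4 dko replicate 1. In the eye si:dkeyp-1h4.8 was at least 174.1-fold lower (266, 428 and 282 reads against 0, 1 and 0), and si:ch211-63p21.1 had a log2 fold change of -2.00, a call kept, of such fits, only without wild-type replicate 3 or opn4 dko replicate 3. In all of these the 3 libraries of one genotype lay above the 3 of the other.

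A strain or haplotype difference between the wild-type and opn4 dko fish is a candidate explanation for genes that differ in several tissues, since it would act wherever a gene is read. Genes called in 2 or more tissues formed 3 pairs within 10 rows of the table, whose order follows the chromosomes for 97.6% of neighbouring genes (permutation test with 10000 random sets of tested genes, p = 0.0059). Genes called in the anterior brain formed 22 such pairs (same permutation test, p = 3e-04), against at most 14 among the top genes of the 9 other splits of these libraries. In the same permutation test, genes called in the posterior brain formed 7 pairs (p = 2e-04), genes higher in the opn4 dko anterior brain 6 (p = 0.0948) and genes lower there 13 (p = 1e-04, the smallest the random sets can give). The sample labels name the Tübingen strain for both genotypes, which does not exclude a difference between stocks. Linkage to the opn4.1 and opn4xb loci is argued against near these genes: among the 100 nearest tested genes of each locus, called genes were not more frequent than elsewhere (one-sided Fisher's exact test, p = 0.877), nor among 1200 genes in a wider window (7 called, p = 0.969, same test). Clusters of genes regulated together by a biological effect of the knockout were not tested and also remain open.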

How the results depend on the processing

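The alternatives below were set before the data were examined, except the deposited edgeR code, which was added after seeing the data. Unless a reason is given, the cause was not tested.

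The number of differentially expressed genes in the anterior brain (161) moved to 273 with the edgeR exact test, 262 with DESeq2, 355 with no filter, 284 with the deposited edgeR code and 94 at an FDR of 0.01, which is stricter by construction. Across the 6 fits that each left out 1 library it ranged from 85 (without opn4 dko replicate 1) to 186. For the posterior brain (55) it moved to 156 with the exact test, 144 with DESeq2, 160 with actb1 library sizes, 226 with no filter, 139 with the deposited code, 18 in the fit of all 18 libraries and 18 at an FDR of 0.01, and ranged from 17 (without wild-type replicate 2) to 50 with a library left out. For the eye (4) it moved to 20 with the exact test, 30 with DESeq2, 17 with actb1 library sizes, 16 with no filter, 16 with the deposited code and 34 in the fit of all 18 libraries, and ranged from 2 (without wild-type replicate 2 or opn4 dko replicate 2) to 8 (without wild-type replicate 3). The exact test and the deposited code called all 161, 55 and 4 genes of the quasi-likelihood test. In simulated data the exact test, DESeq2 and the deposited code also made more false calls.

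With actb1 library sizes the share of called genes that were higher in opn4 dko was 10.6% against 49.1% in the posterior brain and 72% against 58.4% in the anterior brain, and the median of all genes shifted to -0.34 in the posterior brain, -0.31 in the eye and -0.05 in the anterior brain. Of the anterior brain calls, 81.0% were higher in the fit of all 18 libraries and 43.4% with at least 10 counts in every library, which by construction removes genes absent from a genotype.

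Genes shared by the anterior and posterior brain (32) moved to 63 with the exact test, 59 with DESeq2, 94 with no filter, 11 in the fit of all 18 libraries, 9 at an FDR of 0.01 and 20 at an absolute log2 fold change of at least 1, and ranged from 9 (without wild-type replicate 2) to 26 with a library left out. For the anterior brain and eye (3) the number moved to 6 with the exact test, 9 with DESeq2, 6 with actb1 library sizes, 6 with no filter, 1 with at least 10 counts in every library and 9 in the fit of all 18 libraries, and ranged from 1 (without wild-type replicate 2 or opn4 dko replicate 2) to 4. For the posterior brain and eye (2) it moved to 4 with the exact test, 7 with DESeq2, 7 with actb1 library sizes, 7 with no filter, 1 with at least 10 counts in every library and 1 at an FDR of 0.01, and ranged from 1 to 3 with a library left out.

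Genes whose effect differed between the anterior and posterior brain (1) moved to 6 with actb1 library sizes, 27 with no filter, 26 with DESeq2 and 0 with at least 10 counts in every library and at an FDR of 0.01, and ranged from 0 (without opn4 dko replicate 3) to 3. At an unadjusted p of 0.05 the number was 559. Between the anterior brain and eye (64) it moved to 3 with at least 10 counts in every library, 114 with no filter, 99 with DESeq2 and 30 at an FDR of 0.01, and ranged from 23 (without wild-type replicate 2) to 65. Between the posterior brain and eye (0, and 1091 at an unadjusted p of 0.05) it moved to 5 with actb1 library sizes, 22 with no filter and 18 with DESeq2, and ranged from 0 to 9 (without opn4 dko replicate 1).

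With the replicate number as a block, 181, 60 and 5 genes were called in the anterior brain, posterior brain and eye, and the tissues shared 37, 4 and 2. Neither the labels nor the paper pair the wild-type with the opn4 dko pools, and the deviations of pools of the same number correlated at -0.03 to 0.04, so the numbers pair no samples. In the interaction test the block assumes that the 3 tissues of a replicate came from the same fish, which is not stated, and moved the numbers to 0 between the brain parts and 35 between the anterior brain and eye. Replicate 1 and replicates 2 and 3 of the brain parts were sequenced in different lanes, with both genotypes in each lane. With the block 45 of the 55 posterior brain calls were kept, but a design that is balanced over lanes lets most calls be kept in any case, so this planned test decides nothing about the lane.

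Of the genes named here, 56 calls became 15, and of the paper's gene lists 45 became 13, with at least 10 counts in every library, because most of these genes are nearly absent from the wild-type brain. Under the other alternatives these counts stayed within 1.5 times. Of the other results, 17 became stronger with the exact test, 16 with DESeq2 (and 2 weaker) and 14 with no filter. In the fit of all 18 libraries 12 became weaker (and 1 stronger), and 16 became weaker at an FDR of 0.01. With a library left out, 16 became weaker without wild-type replicate 2, 15 without wild-type replicate 3, 14 without opn4 dko replicate 1, 13 without opn4 dko replicate 2, 8 without opn4 dko replicate 3 and 6 without wild-type replicate 1. With RLE size factors and upper quartile normalisation 0 of these counts moved by over 1.5 times. A prior count of 2 lowered the median log2 fold changes of the pineal and raphe marker lists in the anterior brain by more than the spread between replicates.

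The sign of a log2 fold change was reversed in 7 fits, none of a gene past the cutoff: MRC1 in the anterior brain (0.33 without wild-type replicate 3, and as low as -0.61 with another library left out), and in the eye opn4.1 (0.13 without wild-type replicate 2 and 0.03 without opn4 dko replicate 1, lowest -0.27), opn4a (0.36 without wild-type replicate 1, lowest -1.17), opn4b (0.30 without wild-type replicate 3 and 0.01 without opn4 dko replicate 2, lowest -0.35) and opn4xa (0.0535 without wild-type replicate 3, lowest -1.40).

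Depth limits the genes that are near 0 in a genotype, whose fold changes are lower bounds. In data simulated with the depth and variation of each tissue 59% of the changed genes were recovered in the eye against 85.5% in the anterior brain. The changed genes were among the better counted ones, so these shares do not cover genes near 0 in a genotype. The biological coefficient of variation was also larger in the eye, at 0.438 against 0.260 in the anterior and 0.282 in the posterior brain, and its part was not separated from that of depth. The wild-type eye replicate 3 library, with 2186877 counts and the fewest genes detected, may limit the eye: without it 8 genes were called against at most 4 without any other eye library.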

Differences from the paper's values

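The paper reports 284 differentially expressed genes in the anterior brain, against 161 here. Among the alternatives set before the data were examined, the exact test (273), DESeq2 (262) and no filter (355) came within 1.5 times of the paper's number, and the others did not. The paper's number in the posterior brain is 139, against 55 here, and the exact test (156), DESeq2 (144) and actb1 library sizes (160) came within 1.5 times, while no filter (226) and the others did not. In the eye the paper's number is 16, against 4 here, and the exact test (20), actb1 library sizes (17) and no filter (16) came within 1.5 times, while DESeq2 (30) and the others did not. The deposited edgeR code, an alternative chosen after seeing the values, gave 284, 139 and 16, and called each of the genes the Source Data lists as significant in the paper.

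The paper's Source Data gives 59 genes common to the anterior and posterior brain, against 32 here, with 63 under the exact test and 59 under DESeq2, and no other alternative within 1.5 times. For the anterior brain and eye the paper's number is 5, against 3 here. It was 6 with the exact test, actb1 library sizes and no filter, 4 with the replicate block and 4 without wild-type replicate 3, and the other alternatives did not come within 1.5 times. The p-value of that overlap in the paper has a minus log10 of about 6.2 (Fig 2C, read by eye), against 5.95 here, and that of the posterior brain and eye about 4.1 (Fig 2C, read by eye), against 4.41 here.

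Of the 51 genes the paper names for the anterior brain, 36 passed the cutoff here, of 18 for the posterior brain (per2 among them, which the paper gives as a trend) 8, and of 2 for the eye 1. The paper calls the following genes significant, and they did not pass here. With the edgeR quasi-likelihood test, aanat2 had an FDR of 0.0990, and was called with the exact test, DESeq2, no filter and without opn4 dko replicate 3. The genes grk7b (FDR = 0.150, same test), ngfra (0.0949), jund (0.111) and creb3l1 (0.0861) were called with the exact test, DESeq2, no filter and without wild-type replicate 1. The genes irbpl (FDR = 0.0841, same test), nrp1b (0.0862), tap2a (0.0994) and ccna2 (0.113) were called with the exact test, DESeq2 and no filter. Called with the exact test and DESeq2 were caspbl (FDR = 0.124, same test) and cdk20 (0.126), and with the exact test mpeg1.1 (0.121). The gene b2m (FDR = 0.0672, same test) was called with the exact test, DESeq2, no filter, at least 10 counts in every library, the replicate block and without wild-type replicate 1. In the eye mhc1uka (FDR = 0.0600, same test) was called with the exact test, DESeq2, actb1 library sizes, no filter, the fit of all 18 libraries and without wild-type replicate 3. The clock genes per1a (FDR = 0.0724, same test), roraa (0.107) and cdk5 (0.0628) were called with the exact test, DESeq2, actb1 library sizes and no filter, and cdk5 also without opn4 dko replicate 2.

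Some genes had too few reads to be tested. Those of the anterior brain were rcvrn2 (called with no filter, the fit of all 18 libraries, and without any of the wild-type replicates or opn4 dko replicate 3), lhx4 (no filter, the fit of all 18 libraries, and without opn4 dko replicate 3), adcy1 (no filter and the fit of all 18 libraries), mhc1uka (the fit of all 18 libraries) and pigrl3.5 (none of the alternatives set before the data were examined). For the posterior brain they were gnat1 (no filter and without opn4 dko replicate 1) and asmt (no filter, the fit of all 18 libraries, and without wild-type replicate 1 or opn4 dko replicate 1). The deposited code, chosen after seeing the values, called all of the genes in this and the preceding paragraph.

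The paper states that mrc1 is changed in the anterior brain. The gene MRC1, whose pairing with mrc1 is uncertain, had a log2 fold change of -0.28, and no setting called it. The deposited code called every anterior brain gene that the Source Data lists as significant, but not MRC1. MRC1 is thus probably not the paper's mrc1, and its value does not test the paper's statement. It is counted among the 51 genes named for the anterior brain. For per2 in the posterior brain the paper describes a trend and gives no P. Its log2 fold change here was -0.31, in the direction of that trend, with overlapping libraries, and no setting called it.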

Other observations

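The tests of pool content and of gene positions described above were chosen after the results were seen, and the others in this part were planned before.

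The number of differentially expressed genes was compared with that of other splits of the same 6 libraries into 3 and 3. For the anterior brain 1 of the 10 splits, the real one, gave as many as 161 genes, and the others gave 0. For the posterior brain it was 1 of 10, the others giving at most 1 gene against 55, and in the eye 1 of 10, with 0 genes in the others against 4. Since there are 10 splits, this share cannot fall below 0.1.

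Reads exchanged between the counted MHC class I genes would leave the summed counts of the family level. Reads that fit several copies could instead be lost at the mapping quality limit, which the sum cannot show. The log2 ratio of the sums, opn4 dko over wild-type, was 1.97 in the anterior brain, 2.47 in the posterior brain and 3.18 in the eye, so that exchange of reads within the 20 counted genes does not account for the rise of mhc1uba. Without mhc1uba the ratios were -0.07, 0.25 and 0.35. A copy of these genes that differs between the fish and the reference genome could still alter how many reads map, and was not tested. In that case the rise would be a variant and not a change of expression.

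The few genes called in the eye could reflect low complexity of the wild-type eye replicate 3 library, in which 14577 genes were detected. The number rose to 8 without wild-type replicate 3 and was at most 4 without another. A biological reason for fewer changes in the eye was not tested.

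Marker lists were examined in each tissue. Of the pineal markers, 11 of the 12 whose symbol could be matched to an identifier are also among the genes that the paper picked from these libraries. Of these, 11 were tested in the anterior brain and 8 were called, all of them higher, with a median log2 fold change of 5.76 (4.51 with genes near 0 in wild-type at their bound). The posterior brain had 1 call among 5 tested (median -0.21) and the eye 0 among 11 (median -0.16). The gene bsx, the marker outside the paper's lists, was not called in the anterior brain (log2 fold change 1.48, FDR = 0.732, edgeR quasi-likelihood test). Of the retina markers, 1 was tested in the anterior brain (log2 fold change 1.74) and 1 in the posterior brain (0.14), and 9 in the eye (median 0.01), with 0 called. Of the 3 lens markers whose symbol could be matched to an identifier 0 were tested in the brain parts and 3 in the eye (median -0.03, 0 called). The habenula markers had medians of 0.25 in the anterior brain (2 tested), 0.25 in the posterior brain (5 tested) and 0.31 in the eye (1 tested), and the hypothalamus markers 0.06 (3 tested), 0.20 (8 tested) and 0.19 (1 tested), with 0 called. The raphe markers had medians of 3.09 in the anterior brain (2 tested, 1 called, which was tph2; 1.72 with tph2 at its bound), -0.17 in the posterior brain (3 tested, 0 called) and -0.61 in the eye (1 tested, 0 called). None of the pituitary markers had enough reads to be tested in any tissue.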
